# Timeless couples G‐quadruplex detection with processing by DDX11 helicase during DNA replication

**DOI:** 10.15252/embj.2019104185

**Published:** 2020-07-23

**Authors:** Leticia K Lerner, Sandro Holzer, Mairi L Kilkenny, Saša Šviković, Pierre Murat, Davide Schiavone, Cara B Eldridge, Alice Bittleston, Joseph D Maman, Dana Branzei, Katherine Stott, Luca Pellegrini, Julian E Sale

**Keywords:** DNA replication, fork protection complex, G‐quadruplex, replisome, timeless, DNA Replication, Repair & Recombination, Structural Biology

## Abstract

Regions of the genome with the potential to form secondary DNA structures pose a frequent and significant impediment to DNA replication and must be actively managed in order to preserve genetic and epigenetic integrity. How the replisome detects and responds to secondary structures is poorly understood. Here, we show that a core component of the fork protection complex in the eukaryotic replisome, Timeless, harbours in its C‐terminal region a previously unappreciated DNA‐binding domain that exhibits specific binding to G‐quadruplex (G4) DNA structures. We show that this domain contributes to maintaining processive replication through G4‐forming sequences, and exhibits partial redundancy with an adjacent PARP‐binding domain. Further, this function of Timeless requires interaction with and activity of the helicase DDX11. Loss of both Timeless and DDX11 causes epigenetic instability at G4‐forming sequences and DNA damage. Our findings indicate that Timeless contributes to the ability of the replisome to sense replication‐hindering G4 formation and ensures the prompt resolution of these structures by DDX11 to maintain processive DNA synthesis.

## Introduction

DNA can create significant impediments to its own replication through the formation of secondary structures. When unwound, certain sequences, often repetitive or of low complexity, can adopt a variety of non‐B form structures, including hairpins, cruciforms, triplexes and quadruplexes (Mirkin & Mirkin, 2007). It is increasingly clear that secondary structure formation is a frequent event during replication, even at genomically abundant sequences previously thought not to be a major source of difficulty (Šviković *et al*, 2019). To prevent such sequences causing havoc with the genetic and epigenetic stability of the genome, cells deploy an intricate network of activities to counteract secondary structure formation and limit its effects. These activities include proteins that bind and destabilise DNA structures and specialised helicases that unwind them (Lerner & Sale, 2019). In addition, the repriming activity of PrimPol can be deployed to confine a structure into a minimal region of single‐stranded DNA (ssDNA), limiting the potential dangers of exposing extensive ssDNA in a stalled replisome (Schiavone *et al*, 2016; Šviković *et al*, 2019).

G4s are one of the most intensively studied and potent structural replication impediments. G4s arise in consequence of the ability of guanine to form Hoogsteen base‐paired quartets (Gellert *et al*, 1962). In favourable sequence contexts, comprising runs of dG separated by variable numbers of non‐G bases, stacks of G quartets form G4 secondary structures. Current estimates suggest that over 700,000 sites in the human genome have the potential to form G4s (Chambers *et al*, 2015). While some of these G4s may have important roles in genome physiology, all pose a potential threat to DNA replication and sites with G4‐forming potential have been linked to both genetic and epigenetic instability (Šviković & Sale, 2017; Kaushal & Freudenreich, 2019).

Precisely, how DNA structures are detected and resolved by the replication machinery remains unclear. Many of the factors involved in processing G4 secondary structures, for instance FANCJ and REV1 (Kruisselbrink *et al*, 2008; London *et al*, 2008; Wu *et al*, 2008; Youds *et al*, 2008; Sarkies *et al*, 2010), do not appear to be constitutive components of the replisome (Dungrawala *et al*, 2015). It is thus likely that core components of the replisome will act as “first responders” to DNA structures and play an important role coupling their detection with suppressing their deleterious effects on DNA synthesis. Particularly interesting in this context is a subset of replisome components known as the fork protection complex (FPC). The FPC comprises four main proteins—Timeless, Tipin, Claspin and AND‐1—that are conserved from yeast to mammals (Errico & Costanzo, 2012). FPC components associate with the replication fork via direct interactions with the CMG replicative helicase and replicative polymerases α, δ and ε (Nedelcheva *et al*, 2005; Numata *et al*, 2010; Cho *et al*, 2013; Bastia *et al*, 2016; Kilkenny *et al*, 2017; Baretić *et al*, 2020). They also interact with DNA both directly (Tanaka *et al*, 2010) and indirectly via replication protein A (RPA) (Witosch *et al*, 2014). These interactions allow the FPC to remain at the fork, which ensures a normal speed of DNA synthesis (Yeeles *et al*, 2017). Additionally, the FPC has a series of functions that promote normal replisome progression and fork integrity: it is essential to avoid uncoupling of pol ε from the replicative helicase and consequent formation of long stretches of ssDNA (Katou *et al*, 2003; Lou *et al*, 2008). It also has a conserved role in S‐phase checkpoint activation in response to DNA damage, including checkpoint kinase activation, cell cycle arrest and maintenance of the integrity of the replication fork (Chou & Elledge, 2006; Gotter *et al*, 2007; Unsal‐Kaçmaz *et al*, 2007; Yang *et al*, 2010). Furthermore, it plays an important, but incompletely understood, role in maintaining sister chromosome cohesion (Chan *et al*, 2003; Leman *et al*, 2010).

The FPC is thus well placed to play a role in the detection and metabolism of DNA secondary structures that could impede DNA synthesis. Indeed, deficiency of both TOF1 in yeast and Timeless in human cells leads to replication fork stalling, repeat instability and fragility at secondary structure‐forming sequences (Voineagu *et al*, 2008, 2009; Leman *et al*, 2012; Liu *et al*, 2012b; Gellon *et al*, 2019), underscoring the potential importance of Timeless in maintaining processive replication through regions of the genome capable of forming secondary structures.

Although Timeless itself does not appear to possess catalytic activity that would process DNA secondary structures, it interacts with the DNA helicase DDX11 (Calì *et al*, 2016). DDX11 (or CHLR1), is a 5′–3′ Fe–S helicase of the same superfamily 2 as FANCJ, RTEL and XPD (Lerner & Sale, 2019). In humans, mutations in DDX11 cause Warsaw breakage syndrome, an extremely rare autosomal recessive disease characterised by microcephaly, growth retardation, cochlear abnormalities and abnormal skin pigmentation (Alkhunaizi *et al*, 2018). *In vitro*, DDX11 has unwinding activity on several non‐duplex DNA structures, such as G4s (Wu *et al*, 2012a; Bharti *et al*, 2013), triplex DNA (Guo *et al*, 2015) and D‐loops (Wu *et al*, 2012a). Further, the helicase activity of DDX11 is enhanced by Timeless (Calì *et al*, 2016). However, it remains unclear how Timeless and DDX11 collaborate *in vivo* in detecting and processing G4s during replication. Here, we provide *in vivo* evidence that Timeless and DDX11 operate together to ensure processive replication of G4‐forming DNA. We report a previously unappreciated DNA‐binding domain (DBD) in the C‐terminus of Timeless, which exhibits specificity towards G4 structures. We propose that Timeless plays a role in the detection of G4 structures at the replication fork, recruiting DDX11 to unwind them and ensure processive replication is maintained, thereby avoiding G4‐induced genetic and epigenetic instability.

## Results

### Timeless is required for processive replication of a genomic G4 motif

To address whether Timeless is involved in maintaining processive replication of G4‐forming DNA *in vivo*, we disrupted the *TIMELESS* locus in chicken DT40 cells with CRISPR/Cas9‐induced deletions. We isolated several *timeless* mutants with biallelic disruptions in exon 1, around the guide site (Appendix Fig S1). The *timeless* mutant cells were sensitive to cisplatin (Fig EV1), as previously observed in human cells depleted of Timeless (Liu *et al*, 2017). To assess the role of Timeless in the replication of a G4‐forming sequence, we took advantage of the Bu‐1 loss variant assay (Schiavone *et al*, 2014). The stable expression of the *BU‐1* locus in DT40 is dependent on the maintenance of processive replication through a G4 motif located ~ 3.5 kb downstream of the promoter (Fig 11A). Prolonged pausing of leading‐strand replication at this motif leads to loss of epigenetic information around the promoter of the gene and a permanent and heritable change in its expression (Sarkies *et al*, 2012; Schiavone *et al*, 2014, 2016; Guilbaud *et al*, 2017). This stochastic and replication‐dependent generation of Bu‐1 loss variants can be monitored by flow cytometry as *BU‐1* encodes a surface glycoprotein. Small pools of Bu‐1^high^ wild‐type and *timeless* cells were expanded in parallel for ~ 20 divisions (15–21 days), and the proportion of cells in each pool that had lost their Bu‐1^high^ status determined. We detected increased levels of Bu‐1 expression instability in *timeless* DT40 cells compared to the wild‐type cells, which retained their stable Bu‐1^high^ expression (Fig 11B and C). The instability of Bu‐1 expression in *timeless* cells was fully reversed by expression of human Timeless (Fig 11C) and is dependent on the +3.5 G4 motif (Fig 11C). Cells deficient in Tipin (Abe *et al*, 2016), a constitutive interactor of Timeless within the FPC, also exhibit instability of *BU‐1* expression (Fig 11D). These results show that Timeless is necessary to maintain processive DNA replication of a genomic G4 motif.

**Figure EV1:**
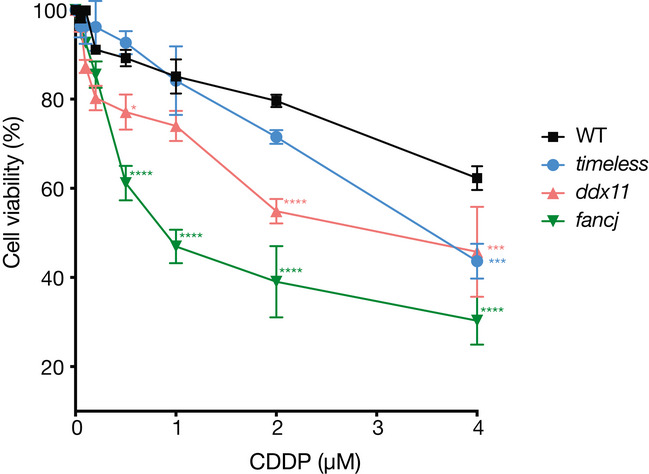
Sensitivity of wild type (WT), *timeless*,* ddx11* and *fancj* DT40 mutants to cisplatin (CDDP) Cell viability, assessed by MTS assay, of DT40 wild type, *ddx11*,* timeless* and *fancj*, after 72 h in presence of cisplatin at the indicated doses. The values represent the means (error bars indicate SD) of two independent experiments performed in triplicate. *P < 0.05, ***P < 0.001 and ****P < 0.0001; one‐way ANOVA compared to the wild type.

**Figure 1:**
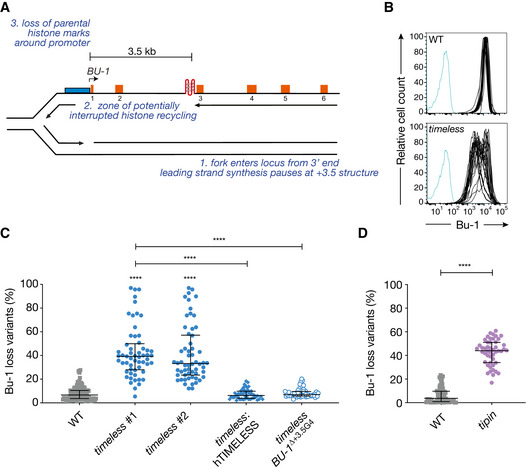
Timeless and Tipin are required to maintain processive replication past G4 structures *in vivo* The *BU‐1* locus as a model system to record G4‐dependent replication stalling. The leading strand of a replication fork entering the locus from the 3′ end stochastically stalls at the +3.5 G4, leading to the formation of a region of ssDNA, with interruption of parental histone recycling and of histone modifications necessary to maintain normal expression of the locus (Schiavone *et al*, 2014).Instability of *BU‐1* expression in *timeless* cells. FACS plots of wild‐type and *timeless* (clone 1) DT40 cells stained with anti‐Bu-1 conjugated with phycoerythrin. Each line represents the Bu‐1 expression profile of an individual clonal population. Unstained controls are shown in blue.Fluctuation analysis for Bu‐1 loss in wild‐type DT40 cells and two independent *timeless* clones generated by CRISPR‐Cas9 targeting (clones 1 and 2; Appendix Fig S1), *timeless* (clone 1) complemented by expression of human Timeless cDNA and a *timeless* mutant on a background in which the endogenous +3.5 G4 has been deleted (ΔG4) (Schiavone *et al*, 2014).Fluctuation analysis for Bu‐1 loss in DT40 wild‐type and *tipin* cells.Data information: In (C) and (D), each symbol represents the percentage of cells in an individual clone expanded for 2–3 weeks that have lost Bu‐1^high^ expression. At least two independent fluctuation analyses were performed, with 24–36 individual clones each cell line per repeat. Bars and whiskers represent median and interquartile range, respectively. ****P < 0.0001; one‐way ANOVA.

### Identification and characterisation of a Timeless DNA‐binding domain

As a core component of the replisome, Timeless is intimately associated with DNA synthesis at the replication fork (Yeeles *et al*, 2017). *In vitro* data show that the Timeless–Tipin complex can bind to ssDNA through RPA (Witosch *et al*, 2014), and the Swi1‐Swi3 complex, the fission yeast orthologue of Timeless–Tipin, was also shown to bind DNA (Tanaka *et al*, 2010). Inspection of the amino acid sequence of human Timeless revealed the presence of a conserved domain in its C‐terminal half (residues 816–954; Fig 22A), with a predicted fold similarity to the myb‐like proteins of the homeodomain‐like superfamily, that bind double‐stranded DNA (dsDNA) with a tandem repeat of 3‐helix bundles (named here N‐term and C‐term).

**Figure 2:**
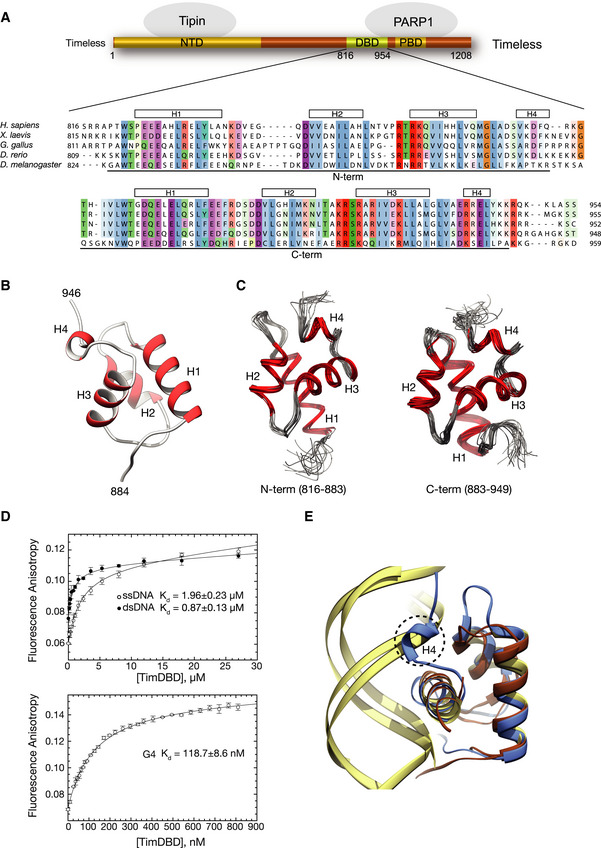
Identification and characterisation of a DNA‐binding activity in Timeless Schematic drawing of human Timeless and its known domain structure (NTD: N‐terminal domain; DBD: DNA‐binding domain; PBD: PARP‐binding domain). A multiple sequence alignment of vertebrate Timeless sequences is shown underneath, with amino acid conservation coloured according to the Clustal colour scheme. The alignment is annotated with the extent and secondary structure elements of the two helical domains (N‐term and C‐term) composing the DBD.Ribbon drawing of the 1.15 Å crystal structure at of the DBD C‐term. Helices are in red and labelled H1–H4.Ribbon drawings of the N‐term and C‐term domains of the DBD determined by NMR. The two domains are shown in the same orientation to highlight their high degree of three‐dimensional similarity. The superposition of the 20 lowest energy structures is shown for each domain.The DNA‐binding affinity of DBD was measured by fluorescence anisotropy, titrating the DBD protein against Cy3 3′‐labelled ssDNA, dsDNA and G4 DNA (see Appendix Table S2 for sequence details). The top panel shows binding curves for ss‐ and dsDNA, and the bottom panel shows the binding curve for the G4 DNA substrate. The data points represent the mean of at least three independent experiments, and the error bars indicate one standard deviation (SD).Ribbon diagram of the superposition of DBD C‐term with the highly similar DNA‐binding domains of telomeric protein TRF1 (PDB ID 1W0T) (Court *et al*, 2005) and the bacterial cell cycle regulator GcrA (PDB ID 5Z7I) (Wu *et al*, 2018) in complex with their DNA substrates. A similar DNA‐binding mode by DBD would cause a steric overlap of helix H4 with the phosphate backbone of dsDNA. DBD C‐term is in light blue, TRF1 and GcrA proteins in brown and their DNA substrates in khaki.

We used X‐ray diffraction and NMR spectroscopy to investigate experimentally the structure and dynamics of the newly discovered Timeless domain. The 1.15 Å crystal structure of amino acids 885–947 (C‐term), corresponding to a single myb‐like fold, confirmed the presence of a three‐helix bundle characteristic of the homeodomain superfamily of DNA‐binding proteins, extended by the presence of a fourth C‐terminal alpha helix unique to the Timeless domain (Fig 22B). The NMR structural ensemble of amino acids 816–954 revealed two well‐converged domains (824–880 and 891–944, backbone r.m.s.d. 0.4 and 0.5 Å, respectively) connected by a linker (881–890) that was significantly less well converged, implying a high degree of flexibility between N‐ and C‐term domains (Fig 22C). This observation was confirmed by backbone dynamics measurements (Appendix Fig S2). The N‐ and C‐terminal domains adopted the same three‐dimensional fold; in particular, the N‐terminal repeat shared the presence of an additional fourth helix, H4, as seen in the C‐terminal repeat (Fig 22C).

In keeping with the similarity of its structure to known DNA binding domains (DBDs), we examined the ability of the Timeless domain to interact with DNA. We found that it bound with low micromolar affinity to both ss‐ and dsDNA probes (Fig 22D; top panel). A distinguishing feature of the Timeless DBD is the presence of a fourth alpha helix in both N‐ and C‐terminal 3‐helix bundle repeats. Superposition of the DBD C‐term onto the structurally homologous domains of the telomeric protein TRF1 (Court *et al*, 2005) and bacterial cell cycle regulator GcrA (Wu *et al*, 2018) in complex with their dsDNA substrates (Fig 22E) shows that, if the DBD were to adopt a similar mode of dsDNA binding, the fourth helix of both its N‐term and C‐term repeats would likely lead to a steric clash with the phosphate backbone of the DNA.

Although it is conceivable that the DBD might rearrange its conformation upon DNA binding, the fourth helix of both repeats participates in core hydrophobic interactions, mediated by conserved residues L872 and F879 (N‐terminal repeat), and L936, V937 and L943 (C‐terminal repeat), making such rearrangements unlikely. Given the functional context in which Timeless operates as a replisome component and the observations, presented in Fig 11, that it is required to maintain processive replication of the *BU‐1* G4, we speculated that the C‐terminal DNA‐binding activity of Timeless might be directed towards recognition of DNA secondary structures that form transiently on the unwound template, such as G4s.

Indeed, when we tested a well‐characterised G4 sequence present in the promoter of the MYC gene (Ambrus *et al*, 2005), the DBD bound to it with nanomolar affinity, and about one order of magnitude tighter than ds‐ or ssDNA (Fig 22D). This observation prompted us to ask whether the Timeless–Tipin complex, like the isolated DBD, is able to bind to the same G4 motif. To mimic the unwound template DNA, we embedded the G4 within a longer ssDNA sequence (ssG4; Appendix Table S2). We found that the Timeless–Tipin complex bound to ssG4 with low micromolar affinity and in a selective fashion, as it did not show measurable interactions with a hairpin DNA embedded within the same ssDNA (ssHP), or a mutated ssG4 sequence that had lost the ability to fold into a G4 (ss; Figs 33A and EV2, Appendix Table S2). We next tested a series of G4 sequences found in different genomic contexts and with different folding topologies: we found that the Timeless–Tipin complex bound to all of them, albeit with different affinities that varied several fold, whereas it did not show appreciable binding to ss‐ or dsDNA (Fig 33B).

**Figure 3:**
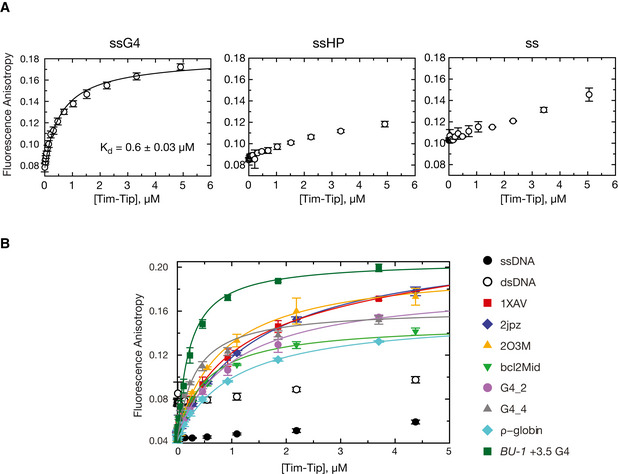
The Timeless*–*Tipin complex shows a preference for binding G4 DNA Fluorescence anisotropy was used to measure the binding affinity of Timeless*–*Tipin for the indicated DNA sequences.
ssG4: G4 flanked by single‐stranded DNA; ssHP: hairpin flanked by single‐stranded DNA; ss: single‐stranded DNA (Appendix Table S2 for sequence details).Binding affinity of Timeless–Tipin for a range of G4 DNA sequences (see Appendix Table S2 for sequence details and references). Single‐stranded (ss20: 5′‐6FAM-ATAAGAGTGGTTAGAGTGTA) and double‐stranded (ds20: ss20 annealed to complementary sequence) DNA were also tested as controls.Data information: Each data point is the mean of at least 3 independent experiments and the error bars indicate one SD.

**Figure EV2:**
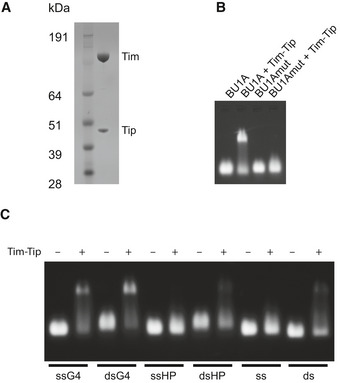
The Timeless–Tipin complex shows a preference for binding G‐quadruplex DNA structures Coomassie‐stained SDS–PAGE gel of purified Timeless–Tipin complex.Electrophoretic mobility shift assay (EMSA) showing the binding of Timeless–Tipin to G‐quadruplex sequence BU1A + 3.5. Mutation of the G‐quadruplex sequence (BU1A + 3.5 mut) disrupts Timeless–Tipin binding (see Appendix Table S2 for sequence details). Timeless*–*Tipin and DNA are both present at a final concentration of 5 μM.EMSA showing the binding of Timeless*–*Tipin to G‐quadruplex sequences (ssG4, dsG4) but not single‐stranded DNA (ss), double‐stranded DNA (ds) or hairpin‐containing sequences (ssHP, dsHP). Timeless*–*Tipin and DNA are both present at a final concentration of 5 μM.

These findings show that Timeless contains, in its C‐terminal half, a previously unrecognised DBD, which closely resembles in structure the tandem repeat of three‐helix bundles found in the homeodomain‐like superfamily of transcription factors. While Timeless DBD binds to both ss‐ and dsDNA, it binds with ~ 10‐fold greater affinity to a defined G4 DNA sequence. The preference for G4 DNA is retained by the Timeless–Tipin complex.

### The Timeless C‐terminus is crucial for processive G4 replication *in vivo*

To further explore the *in vivo* contribution of the Timeless C‐terminus to G4 replication, we generated a DT40 cell line expressing a version of Timeless truncating the gene before the DBD, using CRISPR/Cas9 gene targeting to exon 16. This truncation also removes a domain previously reported to bind PARP1, the PARP1‐binding domain (PBD) (Xie *et al*, 2015). This cell line exhibited instability of *BU‐1* expression comparable to the *timeless* mutant (Fig 44) suggesting a role for the C‐terminus of the protein in G4 replication. We confirmed this result by expressing human Timeless truncated at amino acid 816, and thus lacking both the DBD and PBD, in the *timeless* mutant (Appendix Fig S3). To further dissect this observation, we complemented *timeless* cells with truncated versions of human Timeless, lacking only the DBD (ΔDBD) or the PBD (PARP*). Timeless lacking either the DBD or the PBD largely restored, although not completely, the *BU‐1* expression instability of the *timeless* mutant suggesting that the DBD and PBD act redundantly. Additionally, co‐immunoprecipitation (Co‐IP) experiments showed that neither region is required for binding the DDX11 helicase (Fig EV3), a known binding partner of Timeless and whose ability to unwind G4s is stimulated by Timeless (Calì *et al*, 2016). These results indicate that the C‐terminus of the Timeless protein has an important role in G4 replication to which both the DBD and the PDB contribute, independently of DDX11 recruitment.

**Figure 4:**
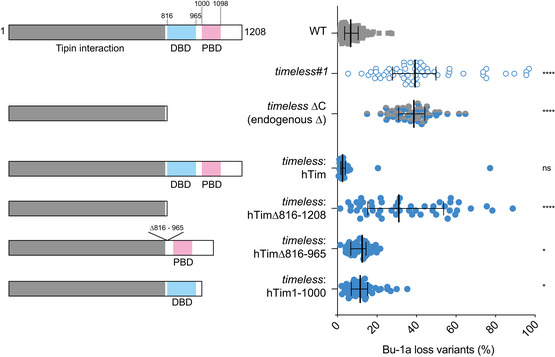
The C‐terminus of Timeless is required for processive G4 replication Fluctuation analysis for the generation of Bu‐1 loss variants. Top to bottom: wild type, *timeless* (clone 1), a *timeless* mutant (*timeless* ∆C) generated by CRISPR‐Cas9 targeting exon 16 which truncates the protein removing the CTD containing both the DBD and the PARP‐binding domains. Then, complementation of *timeless#1* with human Timeless (hTim), hTim∆816–1,208 (lacking both the DBD and PBD), hTim∆816–965 (lacking the DBD) and hTim[1:1,000], lacking the PBD. At least two independent fluctuation analyses were performed with 24–36 individual clones each cell line per repeat. Bars and whiskers represent median and interquartile range, respectively. *P < 0.05 and ****P < 0.0001; one‐way ANOVA for comparison with the wild‐type cells.

**Figure EV3:**
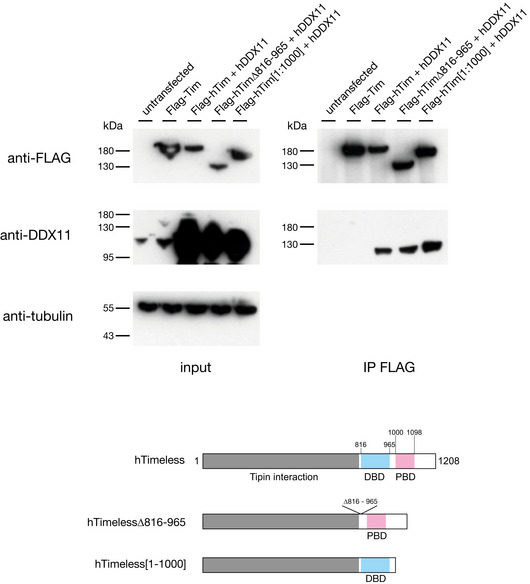
The C‐terminus of Timeless is not required for its interaction with DDX11 HEK293T cells were transiently transfected with a plasmid encoding Flag‐hTimeless, or co‐transfected with plasmids encoding hDDX11 and Flag‐Timeless or with Timeless mutated to delete the DNA‐binding domain (ΔDBD: deletion of region S816–S965) or PARP‐binding domain (PARP*: truncation at V1000). Twenty‐four h after transfection, whole‐cell extracts were subjected to immunoprecipitation with anti‐Flag magnetic beads. Western Blot analyses were performed to detect overexpressed DDX11 protein in the pulled down samples using a specific antibody. Upper panel: Input and pulled down samples transfected with different Timeless constructs detected with an anti‐Flag antibody. Bottom panel: Input and pulled down samples transfected with different Timeless constructs detected with an anti‐DDX11 antibody. Tubulin was used as a loading control for the input samples.

### DDX11 ensures processive G4 replication *in vivo*

Since Timeless itself lacks any catalytic activity, we next explored the extent to which the genetic interaction between Timeless and the DDX11 helicase accounted for G4 processing in this system. As noted above, Timeless interacts with DDX11 (Leman *et al*, 2010; Calì *et al*, 2016; Cortone *et al*, 2018), and this interaction has been shown to be important for sister chromatid cohesion (Cortone *et al*, 2018) and preservation of fork progression in perturbed conditions (Calì *et al*, 2016). Further, *in vitro,* DDX11 can unwind several DNA structures including G4s (Wu *et al*, 2012a; Bharti *et al*, 2013; Guo *et al*, 2015) and the activity of DDX11 is stimulated by Timeless (Calì *et al*, 2016). Recent work has shown that DDX11 interacts with Timeless through a domain encoded in exon 4 (Cortone *et al*, 2018). Although DDX11 was not identified by iPOND as constitutively present at normal or HU‐stressed replication forks in human cells (Dungrawala *et al*, 2015), it interacts with several components of the core replisome in addition to Timeless, such as AND‐1, POLD1 (Simon *et al*, 2020) and PCNA (Farina *et al*, 2008). We examined whether, in DT40, DDX11 is able to associate with chromatin‐bound PCNA and whether this association is increased following exposure to the G4 ligand pyridostatin (PDS). We therefore performed chromatin immunoprecipitation with PCNA and blotted for FLAG‐DDX11. Treatment with PDS did indeed result in more DDX11 being pulled down with PCNA (Fig 55A and Appendix Fig S4) suggesting DDX11 is recruited to chromatin after G4 stabilisation.

**Figure 5:**
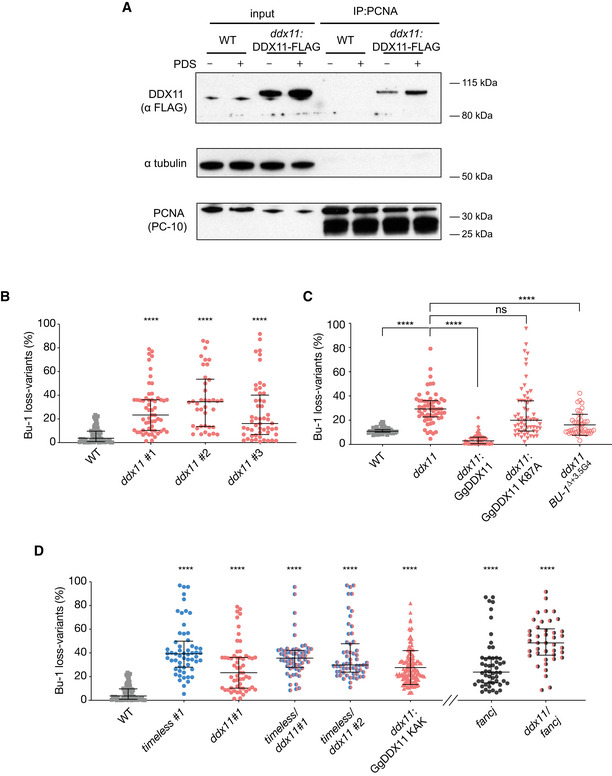
DDX11 is required for processive replication in collaboration with Timeless Enhanced recruitment of DDX11 to chromatin associated PCNA following exposure to 4 μM PDS for 24 h. PCNA was precipitated from cross‐linked chromatin and the immunoprecipitate blotted for FLAG‐DDX11.Fluctuation analysis for Bu‐1a loss in wild‐type DT40 cells, two independent *ddx11* clones generated by CRISPR‐Cas9 targeting (clones 1 and 2) and one *ddx11* clone generated by conventional homologous recombination gene targeting (clone 3). Each symbol represents the percentage of cells in an individual clone expanded for 2–3 weeks that have lost Bu‐1a^high^ expression.Fluctuation analysis for Bu‐1a loss variant generation in wild‐type cells, *ddx11* (clone 1) cells, *ddx11* (clone 1) complemented by expression of chicken DDX11 WT cDNA, *ddx11* (clone 1) complemented by expression of helicase‐dead form of chicken DDX11 (K87A) cDNA, and a *ddx11* clone generated in cells in which the endogenous +3.5 G4 has been deleted (ΔG4).Fluctuation analysis for Bu‐1 loss in two independent *timeless*/*ddx11* double‐mutant clones (#1 and #2), *ddx11* expressing DDX11^KAK^ (see Appendix Fig S3), and *fancj* and *fancj*/*ddx11* double mutants. Fluctuation analyses for wild type, *timeless* #1 (Fig 44) and *ddx11* #1 (Fig 55A) are shown for comparison.Data information: In all cases, at least two independent fluctuation analyses were performed, with 24–36 individual clones each cell line per repeat. Bars and whiskers represent median and interquartile range, respectively. ****P < 0.0001; one‐way ANOVA for comparison with wild‐type cells.

We next examined *BU‐1* stability both in a *ddx11* mutant generated by disrupting exons 7–12 by conventional gene targeting (Abe *et al*, 2016) and in deletion mutants generated by CRISPR/Cas9 targeting to exon 4 (Appendix Fig S1). The newly generated CRISPR/Cas9‐generated *ddx11* mutants are sensitive to cisplatin (Fig EV1), similar to the previously reported mutant generated by gene targeting (Abe *et al*, 2016). All *ddx11* mutants examined exhibited elevated rates of Bu‐1 loss variant generation (Fig 55B). This expression instability was suppressed by complementation with full‐length chicken DDX11, but not with the K87A helicase‐dead form of DDX11 (the chicken equivalent of the human K50A mutation in the Walker A motif), demonstrating that the helicase activity of DDX11 is essential for G4 replication *in vivo* (Fig 55C). Importantly, the *BU‐1* expression instability of *ddx11* cells is also dependent on the presence of the +3.5 G4 in *BU‐1* (Fig 55C).

### DDX11 works with Timeless to prevent G4‐dependent instability of BU‐1 expression

We next asked whether DDX11 and Timeless participate in the same pathway for G4 resolution at the replication fork. We generated *ddx11*/*timeless* double mutants by targeting Timeless in the CRISPR/Cas9‐generated *ddx11* clone #1 cells. Fluctuation analysis showed that the double‐mutant *ddx11*/*timeless* does not exhibit higher rates of Bu‐1 loss variant formation, compared to the single *timeless* or *ddx11* mutants (Fig 55D), suggesting that these proteins act in the same pathway for G4 replication. Consistent with the genetic interaction between Timeless and DDX11 depending on their physical interaction, expression of DDX11 in which the “EYE” motif, required for its interaction with Timeless, is mutated to KAK (Cortone *et al*, 2018) failed to complement the instability of *BU‐1* expression of *ddx11* cells (Fig 55D and Appendix Fig S5).

DDX11 is closely related to the FANCJ helicase and, like DDX11, FANCJ is able to unwind G4s and plays a prominent role in their replication (Kruisselbrink *et al*, 2008; London *et al*, 2008; Wu *et al*, 2008; Youds *et al*, 2008). *fancj* DT40 exhibit instability of *BU‐1* expression (Sarkies *et al*, 2012) that is dependent on the helicase activity of FANCJ (Fig EV4). However, a double *fancj*/*ddx11* mutant (Abe *et al*, 2018) exhibits significantly more *BU‐1* expression instability than either single mutant (Fig 55D), suggesting that these helicases operate on the *BU‐1* G4 motif independently of each other.

**Figure EV4:**
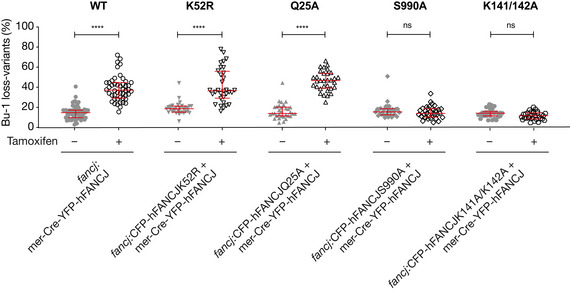
The catalytic activity of FANCJ is required for its role in suppressing G4‐induced instability of *BU‐1* expression Fluctuation analysis for the generation of Bu‐1 loss variants in an inducible system to study FANCJ function (see Materials and Methods for full details). Briefly, FANCJ‐deficient DT40 cells are rescued with two transgenes, one encoding the wild‐type protein and the other the mutant in question. The wild‐type transgene is flanked by loxP sites and can be deleted by expression of Cre recombinase, induced by treatment of cells with tamoxifen. The K52R and Q25A mutants of FANCJ both disrupt the helicase activity of the enzyme (Cantor *et al*, 2001; Wu *et al*, 2012b). S990A disrupts the interaction of FANCJ with BRCA1, which is important for the role of FANCJ in homologous recombination (Xie *et al*, 2010). K141/142A disrupts the interaction of FANCJ with MutLα, which is needed for efficient interstrand crosslink repair (Peng *et al*, 2007). The data for each cell line represent the pooled results of at least two independent fluctuation analyses with a minimum of 32 data points per condition. Bars and whiskers represent median and interquartile range, respectively. ****P < 0.0001; one‐way ANOVA for comparison between uninduced and tamoxifen‐induced lines.

### Timeless and DDX11 deficiency leads to decreased proliferation and increased activation of DDR in presence of pyridostatin

We next asked whether deficiency in Timeless and DDX11 exacerbates the globally detrimental cellular consequences of G4‐binding ligands. We treated *timeless*,* ddx11* and *ddx11*/*timeless* cells with the G4 ligand PDS (Rodriguez *et al*, 2008). All mutant cell lines, but not the wild type, exhibited an intrinsic reduction in doubling time with cellular proliferation further decreased in the presence of the G4 ligand (Fig 66A). We next looked at the induction of histone H2AX phosphorylation (γ‐H2AX) using permeabilised cell flow cytometry. We have previously observed that PDS induces little or no γ‐H2AX in wild‐type DT40 cells (Guilbaud *et al*, 2017), and this was also true in our cytometric assay. However, *timeless* and *ddx11* mutants both exhibit increased levels of γ‐H2AX following treatment with 4 μM PDS for 3 days compared with wild‐type cells (Fig 66B and C). We confirmed our results obtained using flow cytometry by direct visualisation of the fixed cells and quantification of γ‐H2AX foci (Appendix Fig S6). γ‐H2AX levels in the double *ddx11*/*timeless* mutant after PDS treatment were not significantly higher than the *timeless* single mutant, again supporting the observation that these two proteins operate in the same pathway for avoiding G4 ligand‐induced DNA damage signalling.

**Figure 6:**
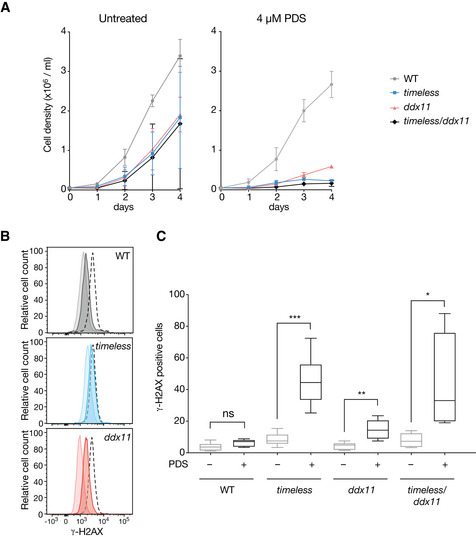
Timeless and DDX11‐deficient cells have impaired growth and increased H2AX phosphorylation in the presence of a G4 ligand Growth curves for DT40 wild type, *ddx11*,* timeless* and *ddx11*/*timeless* cells, with and without 4 μM pyridostatin (PDS). Cells were seeded at 5 × 10^4^ cells/ml on day 0 and the viable cells were counted each 24 h for 4 days. Bars represent SD of two independent experiments performed in duplicate. Doubling times (DMSO): WT 13 h, *timeless* 18 h, *ddx11* 16 h, *ddx11*/*timeless* 24* *h. Doubling times (PDS): WT 13.6 h, *timeless* 27 h, *ddx11* 25.7 h, *ddx11*/*timeless* 47.5* *h.DDR signalling detected by phosphorylation of histone H2AX (γ‐H2AX) by flow cytometry in untreated cells or cells exposed to 4 μM PDS for 3 days. Pale histogram, untreated; dark histogram, treated; black dotted line, positive control cells treated with 0.1 μM cisplatin, also for 3 days.Quantification of γ‐H2AX in DT40 wild type, *ddx11*,* timeless* and *ddx11*/*timeless* cells treated with 4 μM PDS for 3 days. The central band represents the median, the box the 25^th^–75^th^ centile and whiskers the minimum to maximum range of three independent experiments performed in duplicate. *P < 0.05, **P < 0.01, ***P < 0.001 unpaired, two‐tailed *t*‐test for each pairwise comparison ± PDS. See also Appendix Fig S4 for immunofluorescence images of the γ‐H2AX signal.

### Deficiency of DDX11 and Timeless leads to dysregulation of a common set of genes harbouring G4s in close proximity to their TSS

We have previously reported that the instability of expression of the *BU‐1* locus in mutants defective in G4 replication is observed in other loci across the genome (Sarkies *et al*, 2012; Papadopoulou *et al*, 2015). We have shown that correlations between the identity of the genes dysregulated in different mutants, along with the direction and magnitude of those changes, can be used to infer genetic relationships between G4 processing enzymes (Sarkies *et al*, 2012; Papadopoulou *et al*, 2015). We applied this approach to the relationship between Timeless and DDX11, assessing gene expression changes with RNA‐seq. 

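RNA-seq was performed on DT40 cells, a chicken B cell line that is widely used for gene disruption. RNA came from 3 independent cell populations of each of 4 lines: wild type, *timeless*, *ddx11* and *fancj*. Polyadenylated RNA was made into libraries and sequenced on a HiSeq4000. The authors aligned the reads to the GRCg6a chicken genome with Bowtie 2 and estimated expression with RSEM and the Ensembl 96 annotation. For each library this gave an expected count, a TPM and an FPKM for each annotated gene. The expected counts of the wild-type libraries summed to between 13806439 and 50160512, with a median of 17188632. Totals ran from 15553647 to 24169380 (median 17523763) in *timeless*, from 15772269 to 31959074 (median 23215784) in *ddx11* and from 13406041 to 22929755 (median 22726834) in *fancj*. On genes about 2 kb long, 3 counts corresponded to between 0.0446 and 0.186 TPM, which is about the smallest level each library can show. Spearman's rho between libraries of the same line, across genes, was 0.979 to 0.996 in wild type, 0.957 to 0.985 in *timeless*, 0.973 to 0.987 in *ddx11* and 0.911 to 0.976 in *fancj*, where the lowest values were those of replicate 3.
The expected counts were rounded to whole numbers and compared with edgeR, with TMM normalization and a quasi-likelihood test. The paper used EBSeq and a posterior probability of differential expression (PPDE) instead. Each mutant was compared with wild type in a fit of those 6 libraries, over the genes with a mean of at least 1 TPM in at least 1 of the 2 genotypes. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called altered. The SE given with a log2 fold change is derived from the F statistic of the test. The filter, the normalization and the test can each change the number of altered genes. The replicates carry the same numbers in every line, so each comparison was also fitted with the replicate number as a block. Whether the numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from the mean of their line, and the mean correlation over the 4 lines was 0.145.
The disrupted genes were examined first. *TIMELESS* (ENSGALG00000034688) was at 41.1 ± 7.13 TPM (SD, n = 3) in wild type and 22.7 ± 1.45 TPM (SD, n = 3) in *timeless*, with every *timeless* library below every wild-type library. Its expected counts, unlike those of *DDX11* and *BRIP1*, were not whole numbers, which RSEM gives where reads are shared between genes, so its level is less certain. Its log2 fold change was -0.78 (SE 0.15, adjusted p = 0.018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.78 (adjusted p = 0.023) with the replicate number as a block. *DDX11* (ENSGALG00000053509) was at 12.9 ± 2.51 TPM (SD, n = 3) in wild type and 5.45 ± 1.37 TPM (SD, n = 3) in *ddx11*, again without overlap. Its log2 fold change was -1.30 (SE 0.24, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was -1.31 and its adjusted p from the same edgeR test rose to 0.055. *BRIP1* (ENSGALG00000005279), which encodes FANCJ, was at 8.5, 5.2 and 6.6 TPM in wild-type replicates 1 to 3. In the libraries labelled *fancj* it was at 7.8, 8.5 and 1.2 TPM, so replicates 1 and 2 carried as much of its RNA as wild type. Its log2 fold change was -0.32 (SE 0.53, adjusted p = 0.79 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or -0.53 (adjusted p = 0.64) with the block. *TIMELESS* was at 30.5, 21.3 and 8.9 TPM in the same libraries, also below every wild-type library. Its log2 fold change there was -1.04 (adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), not past the threshold. The lack of overlap with wild type for *TIMELESS* was therefore not particular to the *timeless* line.

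**Figure D1:**
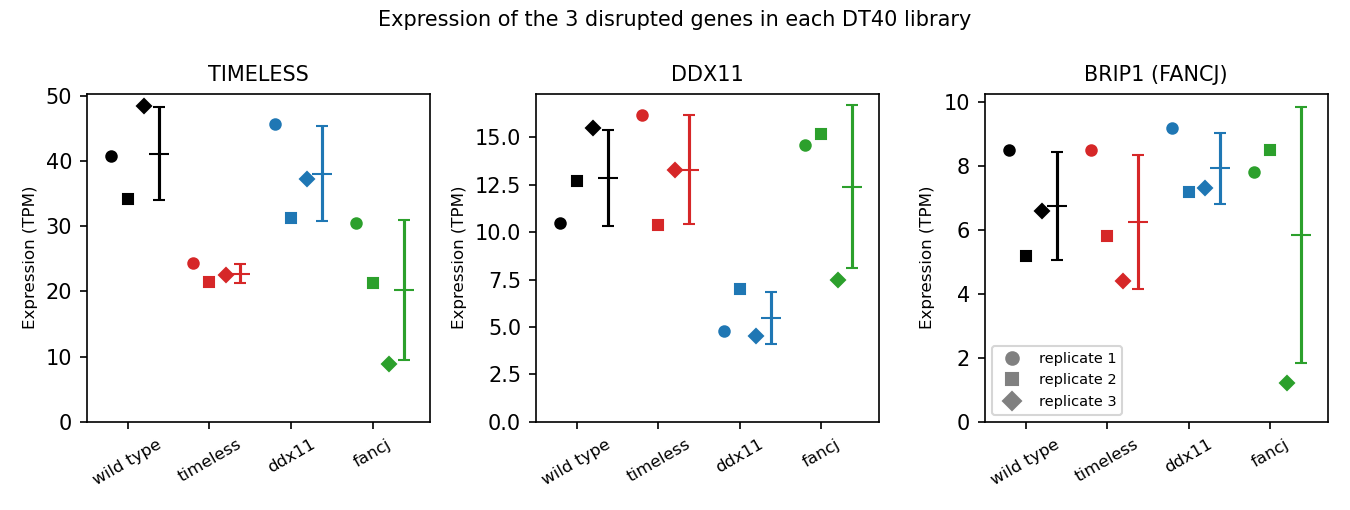
Expression (TPM, y axis) of *TIMELESS*, *DDX11* and *BRIP1* in each library of the 4 lines (x axis). Points are libraries, horizontal marks are means and error bars are SDs of 3 replicates. The *timeless* libraries lie below all wild-type libraries for *TIMELESS* and the *ddx11* libraries for *DDX11*, whereas 2 of the 3 libraries labelled *fancj* lie among the wild-type libraries for *BRIP1*. All 3 libraries labelled *fancj* also lie below the wild-type libraries for *TIMELESS*.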

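In *timeless*, 955 of 11653 genes tested were altered, 502 higher and 453 lower than in wild type. The higher genes made up 52.6% of them (95% Wilson interval 49.4 to 55.7%, counting error only). Across the other ways of processing the counts this share ran from 45.8 to 64.6%. In *ddx11*, 301 of 11470 genes were altered, 162 higher and 139 lower, so that 53.8% were higher (interval 48.2 to 59.4%). The median absolute log2 fold change of the altered genes was 1.60 in *timeless* and 2.22 in *ddx11*. All but 2 of the *timeless* genes and all of the *ddx11* genes had no overlap in TPM between the 3 mutant and the 3 wild-type libraries. Such separation was seen for 27.6% of the genes tested in *timeless* and 14.4% of those tested in *ddx11*, where chance gives 10%. With the replicate number as a block, 1046 genes were altered in *timeless*, 849 of them also without it, and 142 in *ddx11*, 134 of them also without it. Deviations of same-numbered *timeless* and wild-type libraries correlated with a mean of 0.078, and those of *ddx11* and wild-type libraries with a mean of -0.137. Among the alternatives fitted to all 6 libraries, the number of altered genes was lowest with an adjusted p threshold of 0.01 (282 in *timeless* and 107 in *ddx11*) and highest with DESeq2's Wald test (1499 and 547). Of the 343 genes lower in *timeless* whose names matched a chromosome of the GRCg7b gene table, 185 lay on a single chromosome, which carried 8.3% of the matched genes tested.

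**Figure D2:**
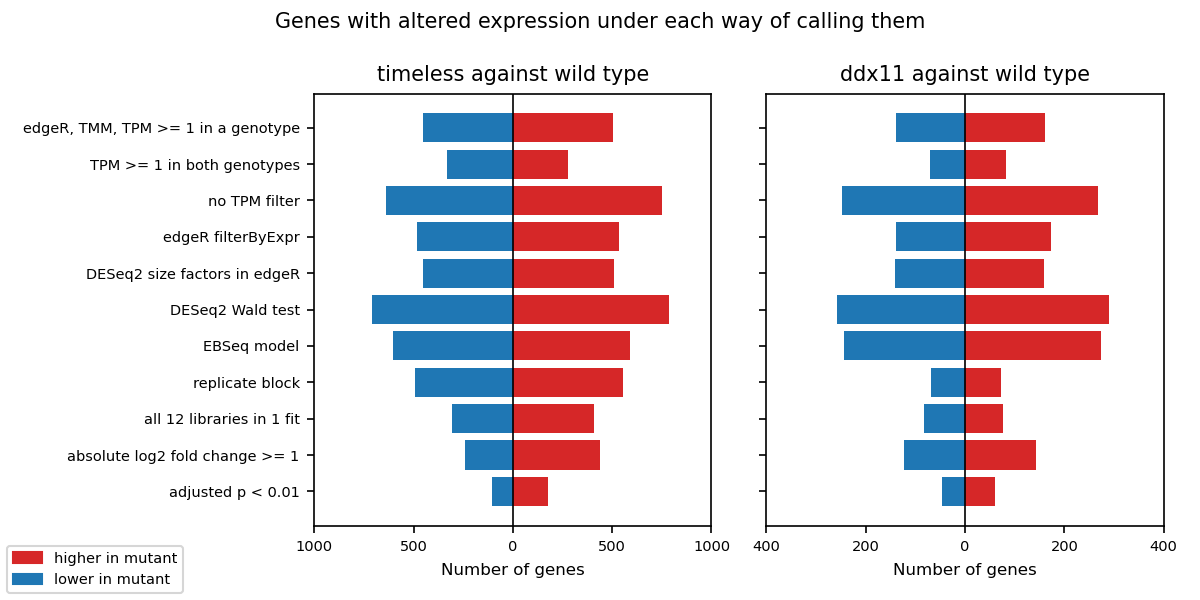
Number of altered genes (x axis) that were higher (bars to the right) or lower (bars to the left) in *timeless* and *ddx11* than in wild type under each way of processing the counts (y axis). The numbers vary between settings, and in *timeless* range from 282 to 1499 altered genes in all.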

Loss of DDX11 or Timeless induced marked changes in gene expression (*timeless* 1,752; *ddx11* 821 genes with altered expression at *P* > 0.95), with an approximately equal number of genes being up‐ or downregulated (Fig EV5A) in both cases. Moreover, there was a significant (*P* < 2.2 × 10^−16^) overlap in the identity of the deregulated genes in *timeless* and *ddx11* cells (Fig EV5B) and a significant correlation (Spearman correlation 0.82, *P* value < 10^−16^) both in the magnitude and direction of the change in expression at the level of individual genes (Fig 77A). 

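Of 11242 genes tested in both comparisons, 824 were altered in *timeless*, 281 in *ddx11* and 150 in both, against 20.6 for independent sets. The odds ratio was 17.5 (two-sided Fisher's exact test across genes, p = 2.2e-97). The change had the same direction in both mutants for 143 of the 150 genes (95.3%), with 90 higher and 53 lower. Across the 150 genes, the Spearman correlation of the log2 fold changes was 0.851 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates, and the genes were chosen as altered in both mutants against the same wild-type libraries. Across all 11242 genes the correlation was 0.456. When the wild-type libraries were divided so that each mutant was compared with different ones, it was 0.827 across the same 150 genes and 0.243 across all genes. With *fancj* in place of wild type as the reference, 22 genes were altered in both and their correlation was 0.849. These 22 genes were again chosen against libraries that both mutants share, so this value cannot rule out an effect of a shared reference. With the replicate number as a block, 83 genes were altered in both, with an odds ratio of 20.5 and a correlation of 0.849; the mean correlation of same-numbered deviations between the 3 mutants was 0.253.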

Consistent with our previously proposed model for replication and G4‐dependent epigenetic instability (Sarkies *et al*, 2010, 2012; Schiavone *et al*, 2014), genes dysregulated in *timeless* and *ddx11* mutants are more likely to harbour a G4 close to their TSS. Using a regular expression for G4s of (G_3_N_12_)_3_G_3_, we found that the region 1.5 kb around the TSS has a higher density of G4 motifs in genes dysregulated in *timeless* and *ddx11* (Fig 77B blue & red line), compared to the average for all genes (Fig 77B, black line), an observation that is not simply explained by a higher GC content (Fig EV5C). Further, a greater number of G4s are observed immediately downstream of the TSS in the genes dysregulated in *timeless*,* ddx11* and *fancj* mutants. These excess G4s are predominantly located on the coding strand (Fig 77C) orientated similarly to the +3.5 G4 in *BU‐1* to act as a leading‐strand impediment for a fork entering the locus from the 3′ end (Sarkies *et al*, 2010; Schiavone *et al*, 2014; Papadopoulou *et al*, 2015). 

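In the libraries labelled *fancj*, 506 of 11824 genes tested were altered relative to wild type, 339 higher and 167 lower (67% higher, 95% Wilson interval 62.8 to 71.0%). With the replicate number as a block 496 genes were altered, 372 of them also without it, and 72.6% were higher. Deviations of same-numbered *fancj* and wild-type libraries correlated with a mean of 0.167. Among 11299 genes tested in both *fancj* and *timeless*, 379 and 886 were altered and 210 were shared, against 29.7 for independent sets (odds ratio 18.8, two-sided Fisher's exact test across genes, p = 1.1e-136). The shared genes changed in the same direction in 201 cases, with a Spearman correlation of log2 fold changes of 0.917. Among 11223 genes tested in both *fancj* and *ddx11*, 353 and 295 were altered and 131 were shared, against 9.3 for independent sets (odds ratio 38.5, Fisher's exact test, p = 4.8e-124). Of these, 127 changed in the same direction, and the Spearman correlation was 0.834. For both correlations, computed across genes that are not independent replicates, a two-sided permutation test gave the smallest p it can (p = 1e-05). Over all genes tested, the correlation was 0.423 with *timeless* and 0.355 with *ddx11*. With different wild-type libraries for the 2 mutants, the shared genes gave 0.883 with *timeless* and 0.801 with *ddx11*, and all genes 0.285 and 0.213. With the block, 187 genes were shared with *timeless* (odds ratio 17.1, correlation 0.92) and 70 with *ddx11* (odds ratio 47.3, correlation 0.787).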

Further, the changes in gene expression in *timeless* and *ddx11* also correlated strongly with those observed in *fancj* cells, which we have previously shown to exhibit G4‐dependent epigenetic instability (Sarkies *et al*, 2012; Papadopoulou *et al*, 2015) (Fig EV5D, Spearman correlation ~ 0.9, *P* value < 10^−16^). These observations provide further support for a common, G4‐dependent mechanism for the gene dysregulation in these three mutants. 

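Of the 11137 genes tested in all 3 mutants, 83 were altered in all of them, against 0.63 for independent sets. The direction was the same in all 3 mutants for 78 genes, 51 higher and 27 lower, and for each of the 78 every mutant library lay on one side of every wild-type library. A mean of at least 10 TPM in wild type or a mutant was reached by 58 of them, of which 19 have no gene name in the files. By the mean log2 fold change over the mutants, *IL1RL1* (ENSGALG00000016785) rose most, followed by ENSGALG00000054092 and ENSGALG00000047409, which the files do not pair with names. *IL1RL1* had 1, 2 and 0 counts in wild type. It was at least 332-fold higher in *timeless* (53.1, 5.3 and 41.1 TPM), at least 13.7-fold higher in *ddx11* (2.2, 0.4 and 1.5 TPM) and at least 37.8-fold higher in *fancj* (6.5, 3.2 and 1.7 TPM). Its adjusted p was 0.0019, 0.015 and 0.0078 in these mutants (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.6e-05, 0.041 and 0.011 with the replicate number as a block. With a replicate left out *IL1RL1* was past the threshold in all 6 fits in *timeless*. It was not past it in 3 of the 5 fits that tested it in *ddx11* and in 1 of 6 in *fancj*. ENSGALG00000054092 had log2 fold changes of 5.14 (SE 0.37) in *timeless*, 5.19 (SE 0.38) in *ddx11* and 6.35 (SE 0.46) in *fancj*, and ENSGALG00000047409 of 4.92 (SE 0.51), 4.23 (SE 0.47) and 7.19 (SE 0.61). The highest adjusted p of these 6 values was 0.0034 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.027 with the block. The genes that fell most, ENSGALG00000050715, ENSGALG00000049938 and 1 other, have no names in the files. ENSGALG00000049938 was at 444.2, 1389.7 and 967.1 TPM in wild type, at 1.2, 0 and 1 TPM in *timeless*, at 6, 31.6 and 32.2 TPM in *ddx11* and at 112.3, 81.3 and 15.6 TPM in *fancj*. Its log2 fold changes were -10.13 (SE 0.68, adjusted p = 0.00016), -5.37 (SE 0.65, adjusted p = 0.004) and -3.86 (SE 0.67, adjusted p = 0.026; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first rests on 4.89, 0 and 3.32 counts in *timeless*, so its size is less certain than its SE implies. With the block all 3 adjusted p stayed under 0.05, the last at 0.042 from the same edgeR test. With a replicate left out it was not past the threshold in 4 of 6 fits in *fancj*, but was past it in all 6 in *timeless* and in *ddx11*. ENSGALG00000050715 was at 89.4 ± 45.3 TPM (SD, n = 3) in wild type, 3.47 ± 6.01 TPM in *timeless* and 3.31 ± 3.04 TPM in *ddx11*. With no counts in *fancj*, it was at least 57.6-fold lower there. In *timeless* its log2 fold change was -4.60 (SE 1.145, adjusted p = 0.044 from the same edgeR test). With a replicate left out it was not past the threshold in 5 of 6 fits in *timeless*, 3 of 6 in *ddx11* and 2 of 6 in *fancj*. With the block its adjusted p from the same edgeR test was 0.12 in *ddx11*, above 0.05, and 0.015 in *timeless*. Deviations of same-numbered *ddx11* and wild-type libraries correlated with a mean of -0.137, which gives the block little ground there. The expected counts of both genes, and of *TIPIN*, were not whole numbers either, so their levels are uncertain. Among the other genes of the fork protection complex that the paper names, *TIPIN*, *CLSPN* and *WDHD1* were not altered in any mutant. Their log2 fold changes ranged from -0.41 (*WDHD1* in *fancj*, SE 0.26) to 0.11 (*TIPIN* in *fancj*, SE 0.24), with a lowest adjusted p of 0.51 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the overlap of the altered genes, the correlation of their changes and the G4 motifs around their TSS, the paper proposes a common, G4-dependent mechanism in the mutants.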

Overall, our results suggest that DDX11 and Timeless collaborate to ensure expression stability during DNA replication for a subset of genes with G4s close to their transcription start site.

**Figure EV5:**
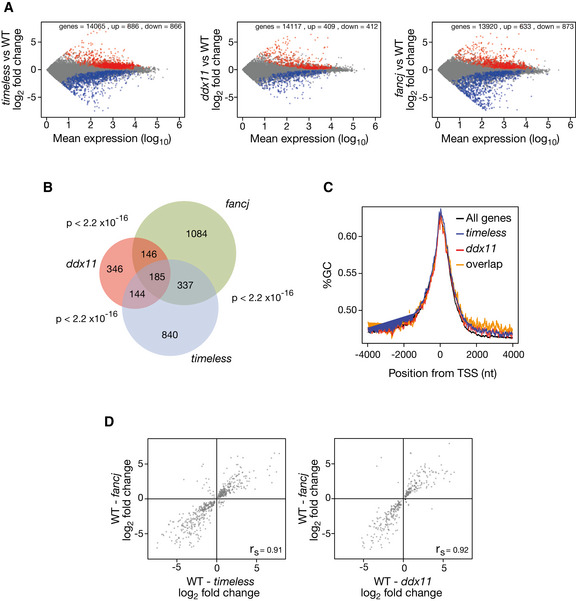
Gene expression dysregulation in *timeless* and *ddx11* DT40 cells Dysregulated genes in *timeless* (left panel), *ddx11* (centre panel) and *fancj* (right panel) mutants relative to wild type. All genes with > 1 transcript per million in both conditions are plotted. Significantly (*P* ≥ 0.95) upregulated genes shown in red; downregulated in blue.Venn diagram showing the overlap in genes deregulated in *timeless*,* ddx11* and *fancj* relative to wild type. *P* < 2.2 × 10^−16^ for each pairwise comparison (Fisher hypergeometric distribution).GC content around the TSS in genes dysregulated in *timeless* (blue), *ddx11* (red) and in both mutants (“overlap”, orange) compared with all genes (black).Correlation of magnitude and direction of change of genes dysregulated (relative to wild type) in *fancj vs. timeless* (left panel) and *dd*x11 (right panel) DT40 cells. *r*_s_ (Spearman rho) is shown for each correlation.

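Of the 11137 genes tested in every comparison, 571 were altered only in *timeless*, 90 only in *ddx11* and 118 only in *fancj*. Another 67 genes were altered in *timeless* and *ddx11* but not *fancj*, 98 in *timeless* and *fancj* but not *ddx11*, and 40 in *ddx11* and *fancj* but not *timeless*. Restricting the genes to a mean of at least 1 TPM in both genotypes, as plotted in Fig EV5A, left 611 altered genes in *timeless*, 153 in *ddx11* and 116 in *fancj*. That filter removes genes that were silent in wild type or in the mutant. That a gene was altered in a single line does not test whether the lines differ.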

**Figure 7:**
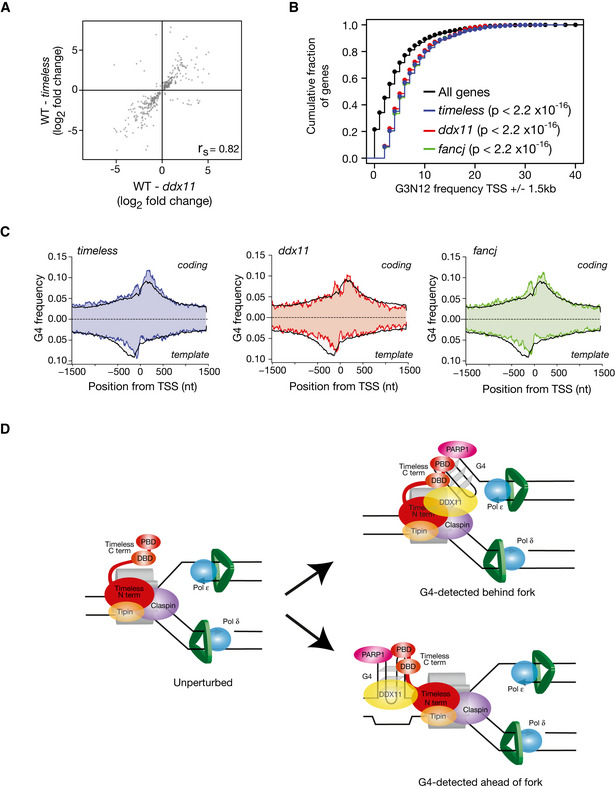
Loss of DDX11 and Timeless leads to genome wide expression dysregulation of genes with G4s around the transcription start site (TSS) Correlation of magnitude and direction of change of genes dysregulated (relative to wild type) in *timeless vs. ddx11* DT40 cells. *r*_s_ (Spearman rho) is shown for each correlation.Genes dysregulated in *timeless, ddx11* and *fancj* mutants have a higher density of G4s around their TSS. Cumulative fraction of the genes dysregulated in *timeless* (red), *ddx11* (blue) and *fancj* (green) containing *n* (*x*‐axis) G4 motifs within 1.5 kb of the TSS compared with all genes (black). *P* values calculated with the Kolmogorov–Smirnov test.Metagene analysis showing G4 frequency around the TSS of genes dysregulated (up or down) in *timeless* (left panel), *ddx11* (centre panel) and *fancj* (right panel) compared with all genes (black line). G4 frequency is calculated separately for coding (above the *x*‐axis) and template strands (below the *x*‐axis).A model for recognition and processing of replisome associated G4s by Timeless/DDX11. Current evidence suggests that Timeless is a constitutive component of the replication fork. We suggest that the C‐terminus of Timeless may help detect G4s in the vicinity of the replisome by a combination of direct recognition through the DNA‐binding domain and indirectly through the PARP‐binding domain. It is not currently possible to distinguish whether this mechanism would operate ahead or behind the fork itself (Lerner & Sale, 2019), although recent structural evidence placing Tof1, the yeast homologue of Timeless, ahead of the fork (Baretić *et al*, 2020) would appear to make the first possibility more probable. However, for failure to resolve G4s ahead of the fork to result in uncoupling would require the CMG helicase to traverse the structure, as has been suggested for interstrand crosslinks (Sparks *et al*, 2019).

## Discussion

Accumulating genetic evidence suggests that DNA secondary structure formation is a frequent challenge to vertebrate DNA replication (Lerner & Sale, 2019). Numerous factors collaborate to ensure that these structures do not result in persistent stalling of DNA synthesis or that the resulting tracts of single‐stranded DNA formation are limited, for instance by efficient repriming (Schiavone *et al*, 2016). By limiting uncoupling of DNA unwinding and DNA synthesis, these mechanisms prevent both genetic and epigenetic instability.

A key to ensuring that polymerase pausing at secondary structures does not lead to extensive single‐stranded DNA formation should be efficient sensing of structure formation by the replisome coupled to the recruitment of factors that will remove the structure and, if needed, reprime DNA synthesis. However, it remains to be established how secondary structure formation on the DNA template is detected by the replisome.

Timeless, along with other components of the FPC, appears to be a constitutive component of the core replisome (Gambus *et al*, 2006). Although not essential for DNA replication, the FPC increases the speed and efficiency of fork progression and DNA synthesis (Yeeles *et al*, 2017). The intimate association of the FPC with the replisome potentially puts it in an ideal place to coordinate the response of the replisome to secondary structure formation. Indeed, loss of components of the FPC leads to instability of structure‐forming repeat sequences (Voineagu *et al*, 2008, 2009; Leman *et al*, 2012; Liu *et al*, 2012a; Gellon *et al*, 2019).

Here, we have shown that the C‐terminus of Timeless contains a DBD that is able to bind G4 DNA more avidly than unstructured single‐ and double‐stranded DNA *in vitro*. Using a sensitive *in vivo* assay that monitors episodes of replication pausing at a defined secondary structure‐forming sequence, we show that Timeless is required to maintain processive replication of G4 DNA. This requires the C‐terminus of the protein, which contains both the newly identified DBD and an adjacent domain previously shown to bind PARP1 (Xie *et al*, 2015; Young *et al*, 2015). The nature of the complex formed between Timeless, Tipin and PARP1 in this context is unclear and requires further study. Timeless/Tipin and Timeless/PARP1 have been reported to form mutually exclusive complexes (Young *et al*, 2015), yet the interaction between PARP1 and Timeless is required for recruitment of both Timeless and Tipin to sites of DNA damage (Xie *et al*, 2015). Interestingly, cells expressing Timeless lacking either the DNA‐binding or PARP‐binding domain exhibit significant, although not complete, reversal of *BU‐1* instability suggesting that there may be functional redundancy between these two domains. The precise role of PARP1 in G4 sensing during replication also remains to be explored further, but it is noteworthy that PARP1 has been previously reported to bind G4 DNA *in vitro* (Soldatenkov *et al*, 2008) suggesting, potentially, that Timeless could recognise G4s both directly through its DBD and indirectly via recruitment of PARP1 to the G4.

Timeless interacts with the G4 helicase DDX11, and this interaction stimulates the helicase activity of DDX11 (Calì *et al*, 2016). We have shown here that loss of Timeless and DDX11 are epistatic for G4‐induced *BU‐1* expression instability and the previously identified interaction between the two proteins (Cortone *et al*, 2018) is required, consistent with them operating as a unit, possibly with the recruitment of DDX11 to the replisome stimulated by G4 detection by Timeless. Determining the precise conformation of Timeless and DDX11 at a G4‐stalled replisome remains to be determined and will represent a significant experimental challenge. Interestingly, loss of both DDX11 and the related G4‐unwinding Fe–S helicase, FANCJ, results in more rapid generation of Bu‐1 loss variants than either single mutant suggesting that these two helicases independently contribute to replication of the +3.5 *BU‐1 *G4. 

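The mutants were also compared with each other. Between *timeless* and *ddx11*, 601 of 11736 genes tested differed, 347 higher and 254 lower in *timeless*. Of the 377 of these genes whose names matched the GRCg7b gene table, 104 lay on the chromosome whose genes were lower in *timeless*. Between *fancj* and *timeless*, 102 of 11995 genes differed, 50 higher and 52 lower in *fancj*. Between *fancj* and *ddx11*, 93 of 11897 genes differed, 67 higher and 26 lower in *fancj*. With the replicate number as a block the numbers were 1629, 247 and 109, and same-numbered deviations of the 3 mutants correlated with a mean of 0.253. At an unadjusted p under 0.05, 2200, 1736 and 1663 genes differed. Replicate 3 of the libraries labelled *fancj* had a Spearman's rho of 0.911 and 0.913 with the other 2. No other 2 libraries of a line correlated as little. That may widen the error of both comparisons that use replicate 3, which were not fitted without it.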

Our analysis of genome wide gene expression dysregulation suggests that this division of labour between DDX11/Timeless and FANCJ is likely to be extended to other G4s in the genome.

Much work remains to be done to dissect the interactions between protein factors that process G4s and other fork‐stalling DNA structures, to ensure smooth progress of DNA synthesis. Mechanistically, advances in replisome structural biology should help inform where G4 sensing by Timeless takes place relative to the CMG helicase. It is reasonable to anticipate that it will detect G4s forming transiently in the negatively supercoiled DNA emerging from CMG (Fig 77D). The large size and multidomain structure of Timeless indicates that its DBD could also reach and interact with unwanted secondary structures in the DNA within a wide radius around the fork. This could potentially include those structures present in the DNA before it reaches CMG (Fig 77D). Such structures might then be “traversed” by the helicase, analogous to its proposed behaviour at a DNA‐protein crosslink (Sparks *et al*, 2019), before stalling the leading‐strand polymerase (Lerner & Sale, 2019). In either case, detection and resolution of the structure will ensure the smooth execution of DNA synthesis, avoiding the generation of potentially deleterious ssDNA.

## Materials and Methods

### Molecular cloning

Oligonucleotide sequences can be found in Appendix Table S1. The Timeless DBD deletion (ΔDBD), PARP‐binding domain truncation and ∆CTD mutant plasmids were constructed by PCR. pcDNA4‐Flag‐hTimeless was linearised with PCR using outward primers to allow the desired section of the cDNA to be removed. Ten fmol mutant plasmid was recircularised (through the overlapping sequences) via Gibson assembly (1 h, 50°C). Recombinant DNA was treated with 10U of *Dpn*I to minimise carryover of the original plasmid and transformed into DH5α competent bacteria. Correct mutagenesis was confirmed by restriction digest and Sanger sequencing.

FANCJ point mutations were generated by site‐directed mutagenesis using a Quick Change II XL Site‐Directed Mutagenesis Kit (Agilent), according to the manufacturer's instructions, in the pEAK8‐CFP‐hFANCJ plasmid (generated in this study). This plasmid was generated by digesting a CFP‐containing plasmid, a hWT FANCJ cDNA‐plasmid and a pEAK8 backbone plasmid with *Hin*dIII and *Sal*I, *Sal*I and *Not*I and *Hin*dIII and *Not*I, respectively. All fragments were gel‐purified with a QIAEX II Gel Extraction Kit (QIAGEN) and ligated in a three‐way ligation reaction using a Rapid Ligation Kit (Roche) for 30 min at room temperature.

### Cell lines and transfections

All DT40 cell lines were cultured at 37°C in a humidified 10% CO_2_ atmosphere in RPMI 1640 with Glutamax (Thermo Fisher Scientific) supplemented with 7% foetal bovine serum (Thermo Fisher Scientific), 3% chicken serum (Sigma‐Aldrich), 50 μM 2‐mercaptoethanol and 1% penicillin/streptomycin, as previously described (Simpson & Sale, 2003). HEK293T cells were cultured at 37°C in a humidified 5% CO_2_ atmosphere in DMEM (Thermo Fisher Scientific) supplemented with 10% foetal bovine serum and penicillin/streptomycin.

DT40 *ddx11* (CRISPR), *timeless* and *ddx11*/*timeless* mutants were generated in this study by CRISPR‐Cas9‐mediated gene disruption. DT40 WT *BU‐1* ^ΔG4^ cells were generated by deleting the +3.5 G4 motif from both alleles of the BU‐1 locus (Schiavone *et al*, 2014). Other mutant lines have also been described previously: *fancj* (Sarkies *et al*, 2012), *ddx11*,* fancj*/*ddx11* and *tipin* (Abe *et al*, 2016, 2018).

Complemented *ddx11* cells were obtained by transfecting the KO cell lines with pEGFP‐C1 (Clontech) harbouring chicken *DDX11* cDNA or a helicase‐dead variant (K87A) (Abe *et al*, 2016) with selection of G418‐resistant (2 mg/ml) clones followed by screening for GFP expression by flow cytometry. The EYE motif in DDX11 (Cortone *et al*, 2018) was mutated to KAK by site‐directed mutagenesis using the Quick Change II XL Site‐Directed Mutagenesis Kit (Agilent) in pcDNA3‐Flag‐hDDX11 plasmid (Cortone *et al*, 2018), a kind gift from Francesca Pisani. Complementation of *timeless* was achieved by transfection of plasmids encoding the human Timeless WT cDNA (Addgene plasmid 22887), or truncated versions thereof, selected with zeocin (1 mg/ml) followed by screening for Flag‐positive clones by Western blot (WB). Complemented *fancj* cells were obtained as follows. First, *fancj* ^*+*/*−*^ cells harbouring a tamoxifen‐regulatable Cre recombinase, Mer‐Cre‐Mer (Zhang *et al*, 1996) were transfected with pXSPN (Ross *et al*, 2005) with wild‐type human YFP‐FANCJ flanked by loxP sites. The second allele of the *FANCJ* locus was then disrupted with a previously described targeting construct (Sarkies *et al*, 2012). For testing the effect of FANCJ mutations, a second pXPSN plasmid was introduced harbouring CFP‐FANCJ[mut] without loxP sites, where “mut” is the desired mutation. Treatment with tamoxifen results in excision of the wild‐type FANCJ transgene leaving the cells either FANCJ‐deficient or solely expressing FANCJ[mut].

Transfections for CRISPR‐Cas9 targeting were performed using a Neon electroporator (Thermo Fisher Scientific), 20 × 10^6^ cells and 20 μg plasmid DNA and three pulses of 1,400 V with intervals of 10 msec. For cDNA expression, either the Neon, with the same conditions, or a BioRad electroporator with 1 pulse of 250 V 950 μF 100 Ω in 4 mm cuvettes was used.

### Gene disruption using CRISPR‐Cas9

Guide RNA sequences used for disrupting *DDX11* and *TIMELESS* in DT40 cells are listed in Appendix Table S1. Guide RNAs were designed using the CRISPOR online tool of the Zhang lab (https://zlab.bio/guide-design-resources). Each guide was cloned into the pSpCas9(BB)‐2A‐GFP (PX458) plasmid (Ran *et al*, 2013) and transfected as described above. Twenty‐four hours after transfection, cells were collected by centrifugation at 400 *g* for 5 min and sorted at single live (propidium iodide negative), GFP‐positive cell per well in 96‐well plates using a MoFlo (Beckman Coulter) or a Synergy (Sony) cell sorter. Cells were grown for 2 weeks, and clones were collected and genotyped by Sanger sequencing of the targeted region amplified by PCR, gel‐purified with a QIAquick Gel Extraction Kit (QIAGEN) and blunt‐cloned using Zero Blunt TOPO PCR Cloning Kit (Thermo Fisher Scientific). Sequences were aligned against the WT DT40 genome using MacVector software.

### Bu‐1 staining and fluctuation analysis for generation of Bu‐1 loss variants

Bu‐1 staining and fluctuation analysis were performed as described previously (Schiavone *et al*, 2014; Guilbaud *et al*, 2017). Briefly, cells (confluency between 0.4–2 × 10^6^) were directly stained with anti‐Bu‐1 conjugated with phycoerythrin (Santa Cruz 5K98‐PE 70447 or Invitrogen 21‐1A4‐PE MA5‐28754) at 1:100 dilution for 10 min at room temperature. Cells were analysed by flow cytometry using an LSRII flow cytometer (BD Biosciences) and the FlowJo software. Bu‐1 expression in single live cells was gated using side scatter (SSC) in the *y*‐axis and PE fluorescence in the *x*‐axis. To perform fluctuation analysis, Bu‐1‐positive single cells were sorted and grown for ~ 20 generations before staining and flow cytometry analysis as described above.

### G‐quadruplex ligand

The small molecule pyridostatin (PDS) (Rodriguez *et al*, 2008) was purchased from Sigma‐Aldrich.

### Cell proliferation and viability assays

5 × 10^5^ cells were seeded in 10 cm dishes containing 10 ml of media with G4 ligand/DMSO. Living cells were counted at 24, 48, 72 and 96 h on a Vi‐Cell cell counter (Beckman Coulter). Doubling time was calculated during the exponential growth phase using the formula Doubling Time = duration *log (2)/(log (Final Concentration) − log (Initial Concentration)).

Cell viability was determined 72 h after PDS or cisplatin treatment using a CellTiter 96 AQueous One Solution Cell Proliferation Assay (Promega), according to the manufacturer's instructions. 1 × 10^5^ cells/well were seeded in 96‐well plates in 200 μl media containing PDS or cisplatin. Seventy‐two h later, 20 μl of MTS reagent was added to 100 μl cells and incubated for 2–4 h at 37°C. Absorbance was measured at 492 nm (formazan salt) in a PHERAstar plate reader (BMG Labtech). The percentage of cell viability was calculated as follows: Cell viability (%) = (Test absorbance/Control absorbance)*100.

### Flow cytometry and microscopy to monitor γ‐H2AX

Cells were collected, fixed with 1% paraformaldehyde for 15 min in ice, washed with PBS and fixed with 70% ethanol for at least 24 h at −20°C. Cells were blocked and permeabilised in BD wash/permeabilisation buffer (BD Biosciences) and then incubated with anti‐γ‐H2AX antibody (05‐636, Merck, diluted at 1:500 in BD Buffer) for 2 h at room temperature. Samples were washed twice with BD Buffer, incubated with anti‐mouse AF594 antibody (A11062, Thermo Fisher Scientific, diluted at 1:200 in BD Buffer) for 1 h at room temperature in the dark and then washed twice with BD Buffer. Cells were resuspended in PBS containing 0.5% BSA and 1 μg/ml DAPI. Cells were analysed by flow cytometry using an LSRII flow cytometer (Beckman Coulter) and the FlowJo software. A gate for γ‐H2AX‐positive cells was defined based on untreated cells that were considered negative for γ‐H2AX staining (see Fig 66B). Cells for microscopy were prepared in exactly the same way as for cytometry with a drop of the final suspension of fixed and stained cells being directly visualised using a Nikon C1si equipped with a Hamamatsu ORCA‐Flash4.0 LT^+^ cooled CMOS camera controlled by Nikon NIS Elements Software. γH2AX foci were quantified using Fiji (Schindelin *et al*, 2012). Briefly, the blue channel (DAPI staining) was used to define masks to outline cell nuclei with the “Threshold” function. Merged nuclei were split with the “Watershed” function. γH2AX foci were identified using the “Find Maxima” function on the green channel (γH2AX staining), and nuclear foci were counted by applying the previously defined masks. A minimum of 50 cells per conditions was considered for statistical analysis. Differences between conditions were tested using Student's *t*‐tests.

### Protein expression and purification

Full‐length human Timeless (1–1,208) was amplified from I.M.A.G.E cDNA clone IRATp970C0576D (Source Bioscience) and cloned into pRSF‐Duet1 (Novagen) with an N‐terminal His_14_‐SUMO tag. Our previous structural analysis had demonstrated that residues 239–330 comprise a large disordered loop within the folded N‐terminal region of Timeless (Holzer *et al*, 2017) and their removal improved dramatically the biochemical behaviour of the protein; they were therefore replaced by a short linker consisting of residues (Gly–Ser–Thr)_2_. All experiments reported here were performed with this optimised Timeless construct. The full‐length human Tipin gene (1–301) was codon‐optimised for *Escherichia coli* expression (Life Technologies) and cloned into the pGAT3 vector for expression fused to an N‐terminal His_6_‐GST tag (Peränen *et al*, 1996). Timeless and Tipin were co‐expressed in *E. coli* Rosetta2 (DE3). The complex was purified using Ni‐NTA agarose (Qiagen) followed by cleavage of the tags with TEV and SUMO proteases, ion exchange chromatography (HiTrap Q HP, GE Healthcare) and size‐exclusion chromatography (Superdex 200 16/60, GE Healthcare). The DBD of human Timeless (residues 816–954) was cloned into pRSF‐Duet1 (Novagen) with an N‐terminal His_14_‐SUMO tag and expressed in *E. coli* Rosetta2 (DE3). Purification entailed Ni‐NTA agarose (Qiagen), His_14_‐SUMO tag cleavage with SUMO protease, Ni‐NTA recapture of the cleaved tag and size‐exclusion chromatography (Superdex 75 16/60, GE Healthcare). Timeless 883–947 (DBD C‐term) was expressed and purified in the same way as DBD.

### X‐ray crystal structure determination

The DBD C‐term was crystallised by vapour diffusion, mixing equal volumes of protein at 800 μM and a solution of 200 mM sodium formate and 18% PEG 3350 at 19°C. For cryoprotection of the crystals, the mother liquor was replaced with a 2:2:1 (volume ratio) mixture of reservoir solution, protein buffer and 100% glycerol. X‐ray diffraction data for a native crystal were collected at the I24 beamline at Diamond Light Source, Oxford, UK. The dataset was processed with XDS (Kabsch, 2010) in space group P6_5_ to a resolution of 1.15 Å.

For structure determination by anomalous scattering, crystals were grown of Se‐Met labelled DBD. Selenomethionine was incorporated in the DBD using metabolic inhibition in the presence of Se‐Met during bacterial expression in minimal media. Diffraction data at the peak wavelength of 0.9793 Å were collected at the Proxima2A beamline of the Soleil Synchrotron, Gif‐sur‐Yvette, France. The data were processed to 2.4 Å with XDS (Kabsch, 2010) in the same space group and cell dimensions as for the native crystal. The structure was solved exploiting the anomalous signal of the peak dataset using Autosol (Phenix) (Zwart *et al*, 2008). A largely complete Se‐Met model was used to solve the native dataset by molecular replacement using PHASER (McCoy *et al*, 2007). The model of the resulting solution was subsequently extended by Autobuild (Phenix) (Zwart *et al*, 2008) and completed by iterative cycles of manual building and model refinement in Coot (Emsley & Cowtan, 2004) and Phenix (Zwart *et al*, 2008). The structural figures were generated with Chimera (Pettersen *et al*, 2004). Data collection and refinement statistics are given in Appendix Table S3.

### NMR spectroscopy

For expression of ^15^N‐ or ^13^C, ^15^N‐labelled Timeless 816–954, ^13^C_6_‐glucose and/or ^15^NH_4_Cl was used as the sole carbon/nitrogen source in M9 minimal medium. NMR measurements were made on ~ 0.5 mM solutions in 10% ^2^H_2_O, 10 mM phosphate (pH 6.4), 40 mM KCl and 0.5 mM EDTA. Experiments were recorded at 25°C on Bruker AVANCE III 600 or 800 MHz spectrometers equipped with QCI or TXI cryoprobes. Data were processed using the AZARA suite of programs (v. 2.8, © 1993–2019; Wayne Boucher and Department of Biochemistry, University of Cambridge, unpublished). Backbone assignments were derived from established versions (Cavanagh *et al*, 2006) of HNCA, HN(CO)CA, HN(CO)CACB, HNCACB and HNCO experiments acquired with non‐uniform sampling, and side chains using 3D (H)CC(CO)NH‐TOCSY, TOCSY‐^15^N‐HSQC, NOESY‐^15^N‐HSQC, HC(C)H‐TOCSY and NOESY‐^13^C‐HSQC. Assignment was carried out using CcpNmr Analysis v. 2.4 (Vranken *et al*, 2005). For the heteronuclear NOE experiments, either 4 s of ^1^H saturation using a 120° pulse train or a 4‐s delay was employed prior to the first ^15^N pulse. Inter‐proton distance restraints were derived from NOE peak heights in the 3D NOESY spectra using the relaxation matrix method (which accounts for spin diffusion) and *r* ^−6^ summation for ambiguous NOEs. Backbone ϕ and ψ torsion‐angle restraints were obtained using TALOS^+^ (Shen *et al*, 2009). The restraints provided the input for the iterative assignment protocol ARIA v.1.2 (Linge *et al*, 2003). For the final iteration, 100 structures were calculated with the violation tolerance set to 0.1 Å. After the last iteration, the 20 lowest energy structures were subjected to a final water refinement to give an ensemble of 20 structures. Torsion‐angle molecular dynamics simulations were performed using CNS (Brünger *et al*, 1998). The simulated annealing protocol used to calculate each structure included 60,000 molecular dynamics steps, including those for refinement, and two cooling stages (to 1,000 K and 50 K). A summary of the restraints used in the calculation of the structure and characterisation of the ensemble of energy‐minimised structures is presented in Appendix Table S4.

### EMSA‐based DNA‐binding experiments

G‐quadruplex sequences (Appendix Table S2) were folded by heating the DNA to 95°C followed by gradual cooling to 10°C, in TE buffer supplemented with 150 mM KCl. Reactions contained 5 μM Timeless–Tipin and 5 μM 6FAM‐labelled DNA in 25 mM HEPES pH 7.1, 150 mM KCl, 5 mM MgCl_2_ and 1 mM DTT. Reactions were incubated on ice for 30 min, after which native loading dye was added and the samples analysed on a 1% agarose gel in EMSA buffer (0.5× TBE, 10 mM KCl). Gels were run for 1 h at 50 V and 4°C, and bands were visualised under UV light.

### Fluorescence anisotropy analysis of DBD domain and Timeless–Tipin complex binding to DNA

DNA sequences were annealed by heating to 95°C followed by gradual cooling to 10°C, using a thermocycler, in TE buffer supplemented with 150 mM KCl. Fluorescence anisotropy measurements were recorded at 25°C in a plate reader (PHERAstar FS; BMG Labtech). Excitation for Cy3‐3′‐labelled DNA was at 540 nm and emission at 590 nm (20 nm bandwidth for both). Excitation for FAM6‐5′‐labelled DNA was at 485 nm and emission at 520 nm (10 nm bandwidth for both). For DBD titrations, each well contained 10 nM 3′Cy3‐labelled DNA and increasing concentrations of DBD protein in assay buffer (25 mM HEPES‐NaOH pH 7.2, 150 mM KCl, 0.5 mM EDTA, 0.005% Tween‐20). For Timeless–Tipin complex titrations, each well contained 10 nM 6FAM‐labelled DNA and increasing concentrations of the complex in assay buffer (25 mM HEPES pH 7.1, 150 mM KCl, 1 mM DTT, 5 mM MgCl_2_). The voltage gains and focal heights were adjusted using the instrument software using free fluorescein as reference (35 mP), and data collection was set to 200 flashes. Each data point is the mean of at least three independent measurements. The averaged data were analysed using non‐linear fits of ligand‐depletion binding isotherms adapted for fluorescence anisotropy measurements, assuming one to one binding model and using the *ProFit* software package (Quantum Soft). No corrections were necessary for changes in the quantum yield as a function of protein concentration.

### Co‐immunoprecipitation and WB

For whole‐cell extracts, the protein samples were lysed in lysis buffer (50 mM Tris–HCl pH 7.5, 20 mM NaCl, 1 mM MgCl_2_, 0.1% SDS, protease inhibitors (Complete Protease Inhibitor Cocktail Tablets, Merck), phosphatase inhibitors (Halt Phosphatase Inhibitor Cocktail, Thermo Fisher Scientific) and 250 U/ml benzonase (Merck)) for 15 min at room temperature under agitation and cleared by centrifugation at 16,000 *g* for 20 min at 4°C. Samples were quantified using the Bradford method, and approximately 30 μg were mixed with 5× SDS–Page Sample Buffer (Jena Bioscience), boiled for 3 min, fractionated in 4–12 or 10% Nu‐PAGE Bis‐Tris gels (Thermo Fisher Scientific) in MOPS (200 mM MOP, 50 mM Sodium Acetate, 10 mM Na_2_EDTA) and transferred to nitrocellulose membranes using an iBlot2 apparatus (Thermo Fisher Scientific) at 25 V for 7 min. Membranes were blocked for 1 h at room temperature with TBS 0.1% Tween‐20 5% skimmed milk. Membranes were incubated with primary antibodies diluted in TBS‐T 5% milk overnight at 4°C under agitation, washed with three washes of 10 min each with TBS‐T and incubated with HRP‐conjugated secondary antibodies at room temperature for 1 h, followed by three washes with TBS‐T. Membranes were developed with Immobilon Crescendo Western HRP substrate (Merck) for 1 min and exposed to X‐ray films.

For the Co‐IP experiments with Timeless, pcDNA4‐Flag‐Timeless plasmids (WT and truncated versions) were co‐transfected into 2 × 10^6^ HEK293T cells using Lipofectamine 2000 (Thermo Fisher Scientific) and seeded in 10 cm dishes 16 h prior to transfection (80% confluency at transfection) with pcDNA3‐hDDX11 (Abe *et al*, 2016) (30 μg total DNA). Twenty‐four hours after transfection, cells were detached with trypsin and washed in cold PBS. Pellets were lysed in NETN‐M buffer with glycerol (150 mM NaCl, 50 mM Tris–HCl pH 8, 0.5% Igepal, 1 mM EDTA, 5 mM MgCl_2_ and 10% glycerol, supplemented with protease and phosphatase inhibitors) and benzonase for 15 min at room temperature under agitation. Samples were sonicated with eight cycles of 30 s with 30‐s intervals at the low setting in a Bioruptor Plus water bath sonicator (Diagenode) and centrifuged for 15 min at 16,000 *g* at 4°C. Supernatant was collected and quantified, and 2 mg of total cell extract was mixed with 30 μl Flag‐M2 magnetic beads (M8823, Sigma‐Aldrich). Samples were incubated at 4°C for 2 h under agitation. Beads were then washed five times for 5 min each with lysis buffer, and proteins were eluted by boiling with Sample Buffer Laemmli 2× (Sigma‐Aldrich) for 5 min at 95°C. Samples were subjected to analysis by WB as described above, using the indicated antibodies.

For ChIP of DDX11 with PCNA, 24–36 × 10^6^ DT40 cells were cross‐linked with 1% formaldehyde for 5 min at room temperature, quenched with 0.2 M glycine and then lysed with hypotonic lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP40) at room temperature. Crude chromatin extract was resuspended in sonication buffer (50 mM Tris–HCl pH 8.0, 1% SDS, 10 mM EDTA), solubilised by sonication in Bioruptor plus (30 cycles of 30″ On/Off, high setting at 4°C) and then diluted tenfold with IP dilution buffer (16.7 mM Tris–HCl pH 7.4, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton X‐100). PCNA‐bound chromatin was immunoprecipitated with 0.5 μg PC‐10 antibody (Santa Cruz Biotechnology, sc‐56) overnight. Immunocomplexes were captured with 40 μl of Protein G magnetic beads (CST, #9006) and washed extensively with low‐salt, high‐salt and LiCl wash buffers and TBS‐T. Crosslinks were reverted and proteins eluted by boiling the beads for 10 min at 95°C with 1.5× Laemmli buffer.

Primary antibodies used: mouse anti‐Flag (M2, F3165, Sigma), mouse anti‐DDX11 (D‐2 271711, Santa Cruz), mouse anti‐α‐tubulin (T6074, Sigma), mouse anti‐human PCNA PC10 (sc‐56, Santa Cruz) and mouse anti‐human PCNA C‐20 (sc‐9857, Santa Cruz). Secondary antibody: goat anti‐mouse HRP (P0447 Dako).

### RNA extraction and RNA‐seq library preparation

RNA was extracted from three independent cell populations using the RNeasy Mini Kit (QIAGEN), according to the manufacturer's instructions. RNA sample quality was checked in BioAnalyzer RNA Pico chips (Agilent), and only high‐quality samples (RIN > 7) were used to build the libraries. Seven hundred fifty nanogram RNA was used to build the next‐generation sequencing libraries with the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs), NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Multiplex Oligos for Illumina (Index Primers Set 1 and 2), according to the manufacturer's instructions. Library quality was checked in BioAnalyzer DNA High Sensitivity chips (Agilent) and quantified using the KAPA Library Quanti Kit (Illumina) Universal qPCR Mix (KAPA Biosystems) on an ABI Prism ViiA 7 Real‐Time PCR System (Thermo Fisher Scientific). Libraries were sequenced on a HiSeq4000 (Illumina).

### RNA‐seq library alignment

RNA sequencing reads were aligned to the GRCg6a chicken genome using Bowtie 2 (Langmead & Salzberg, 2012). Expression estimates (transcripts per million; TPM) were calculated using the rsem‐calculate‐expression command of RSEM (Li & Dewey, 2011) and the version 96 of the chicken genome gene annotation from Ensembl. Only transcripts with an expression above or equal at 1 TPM were considered for further analysis. Gene expression matrixes were built using rsem‐generate‐data‐matrix and three independent biological replicates. Differentially expressed genes were called using EBseq (Leng *et al*, 2013). Change in gene expression was estimated using the EBseq posterior Fold Change (PostFC) value, and genes were considered differently expressed when the EBseq posterior probability of being differentially expressed (PPDE) was above or equal at 0.95.

### Promoter sequence analysis

Gene promoter sequences were recovered from the GRCg6a chicken genome assembly using the getfasta command of BEDTools (Quinlan & Hall, 2010). Sequence analyses were performed using custom scripts in the R environment (http://www.R-project.org/). Assessment of the enrichment of G4s within the promoter of DDX11‐ and TIMELESS‐dependent genes was based on regular expression matching algorithms to monitor the cumulative count of the G3N12 motif within promoters. This was computed by identifying the number of sequences of the form d(G_3+_N_1–12_G_3+_N_1–12_G_3+_N_1–12_G_3+_), where N is any base, which represents the loose definition of G4 forming sequences (Huppert & Balasubramanian, 2005). Densities of G4‐forming sequences around promoters were computed by assessing the number of promoter sequences containing sequences of the form d(G_3+_N_1+_G_3+_N_1+_G_3+_N_1+_G_3+_) in windows of 50 nucleotides sliding by 10 nucleotides normalised to the total number of promoter sequences analysed.

### Statistical analysis of RNA‐seq data

Data were analysed and statistics performed in the R environment. Overlaps between gene lists were tested using Fisher's exact tests. Differences between distributions were tested using Kolmogorov–Smirnov tests.

## Author contributions

JES, LP, LKL and SH conceived the overall project. LKL generated the cell lines and performed the molecular biology experiments (flow cytometry, survival, IP, RNA‐seq). SH expressed and purified the Timeless‐Tipin complex, the DBD and the DBD C‐term domain, determined the X‐ray crystal structure of the C‐term domain, and performed the initial characterisation of the DNA‐binding properties of Timeless‐Tipin and the DBD. SS constructed the truncated versions of Timeless plasmids, performed ChIP experiments and some fluctuation analyses. DS generated the mer‐cre‐mer FANCJ cell line. CBE performed the γ‐H2AX IF microscopy. PM performed the RNA‐seq data analysis. MLK, AB and JDM performed the DNA‐binding experiments. KS and SH determined the NMR structure of the DBD. DB provided key KO cell lines. LKL, JES and LP wrote the initial manuscript with assistance and editing by all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following databases: Coordinates and structure factors have been deposited in the Protein Data Bank (https://www.rcsb.org) under accession codes 6T9Q (http://www.rcsb.org/pdb/explore/explore.do?structureId=6T9Q) for the crystal structure of the C‐terminal repeat of DBD and 6TAZ (http://www.rcsb.org/pdb/explore/explore.do?structureId=6TAZ; BMRB ID 34443) for the NMR structure of the DBD. The RNA sequencing data have been deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE139256 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139256).

# Supplementary material for: Timeless couples G‐quadruplex detection with processing by DDX11 helicase during DNA replication
**Source:** EMBO J. 2020 Jul 23;39(18):e104185. doi: 10.15252/embj.2019104185
**Supplement:** Supplementary file 1 — Appendix

**Appendix for**

**Timeless couples G-quadruplex detection with processing by DDX11 helicase during DNA replication**

**Table of Contents:**

Appendix Fig. S1: CRISPR-Cas9 induced deletions in *TIMELESS* and *DDX11.*

Appendix Fig. S2: Backbone dynamics of Timeless 816-954.

Appendix Fig. S3: Expression of FLAG-Timeless and mutants.

Appendix Fig. S4: Association of DDX11 with chromatin bound PCNA before and after exposure to PDS.

Appendix Fig. S5: Expression of DDX11^KAK^ in *ddx11* cells.

Appendix Fig. S6: Immunofluorescence microscopy to quantitate γ-H2AX foci in wild type (WT), *ddx11* and *timeless* cells with and without exposure to PDS.

Appendix Table S1: Oligos used for molecular cloning, site-directed mutagenesis and CRISPR/Cas9 gene disruption.

Appendix Table S2: DNA sequences used in the DNA-binding experiments of Tim DBD and Timeless-Tipin.

Appendix Table S3: Data collection and refinement statistics for Tim DBD C-term (residues 883-947).

Appendix Table S4: Summary of the restraints used in the calculation of the Timeless 816-954 structure and characterisation of the ensemble of energy-minimised structures.

**Appendix Figures**

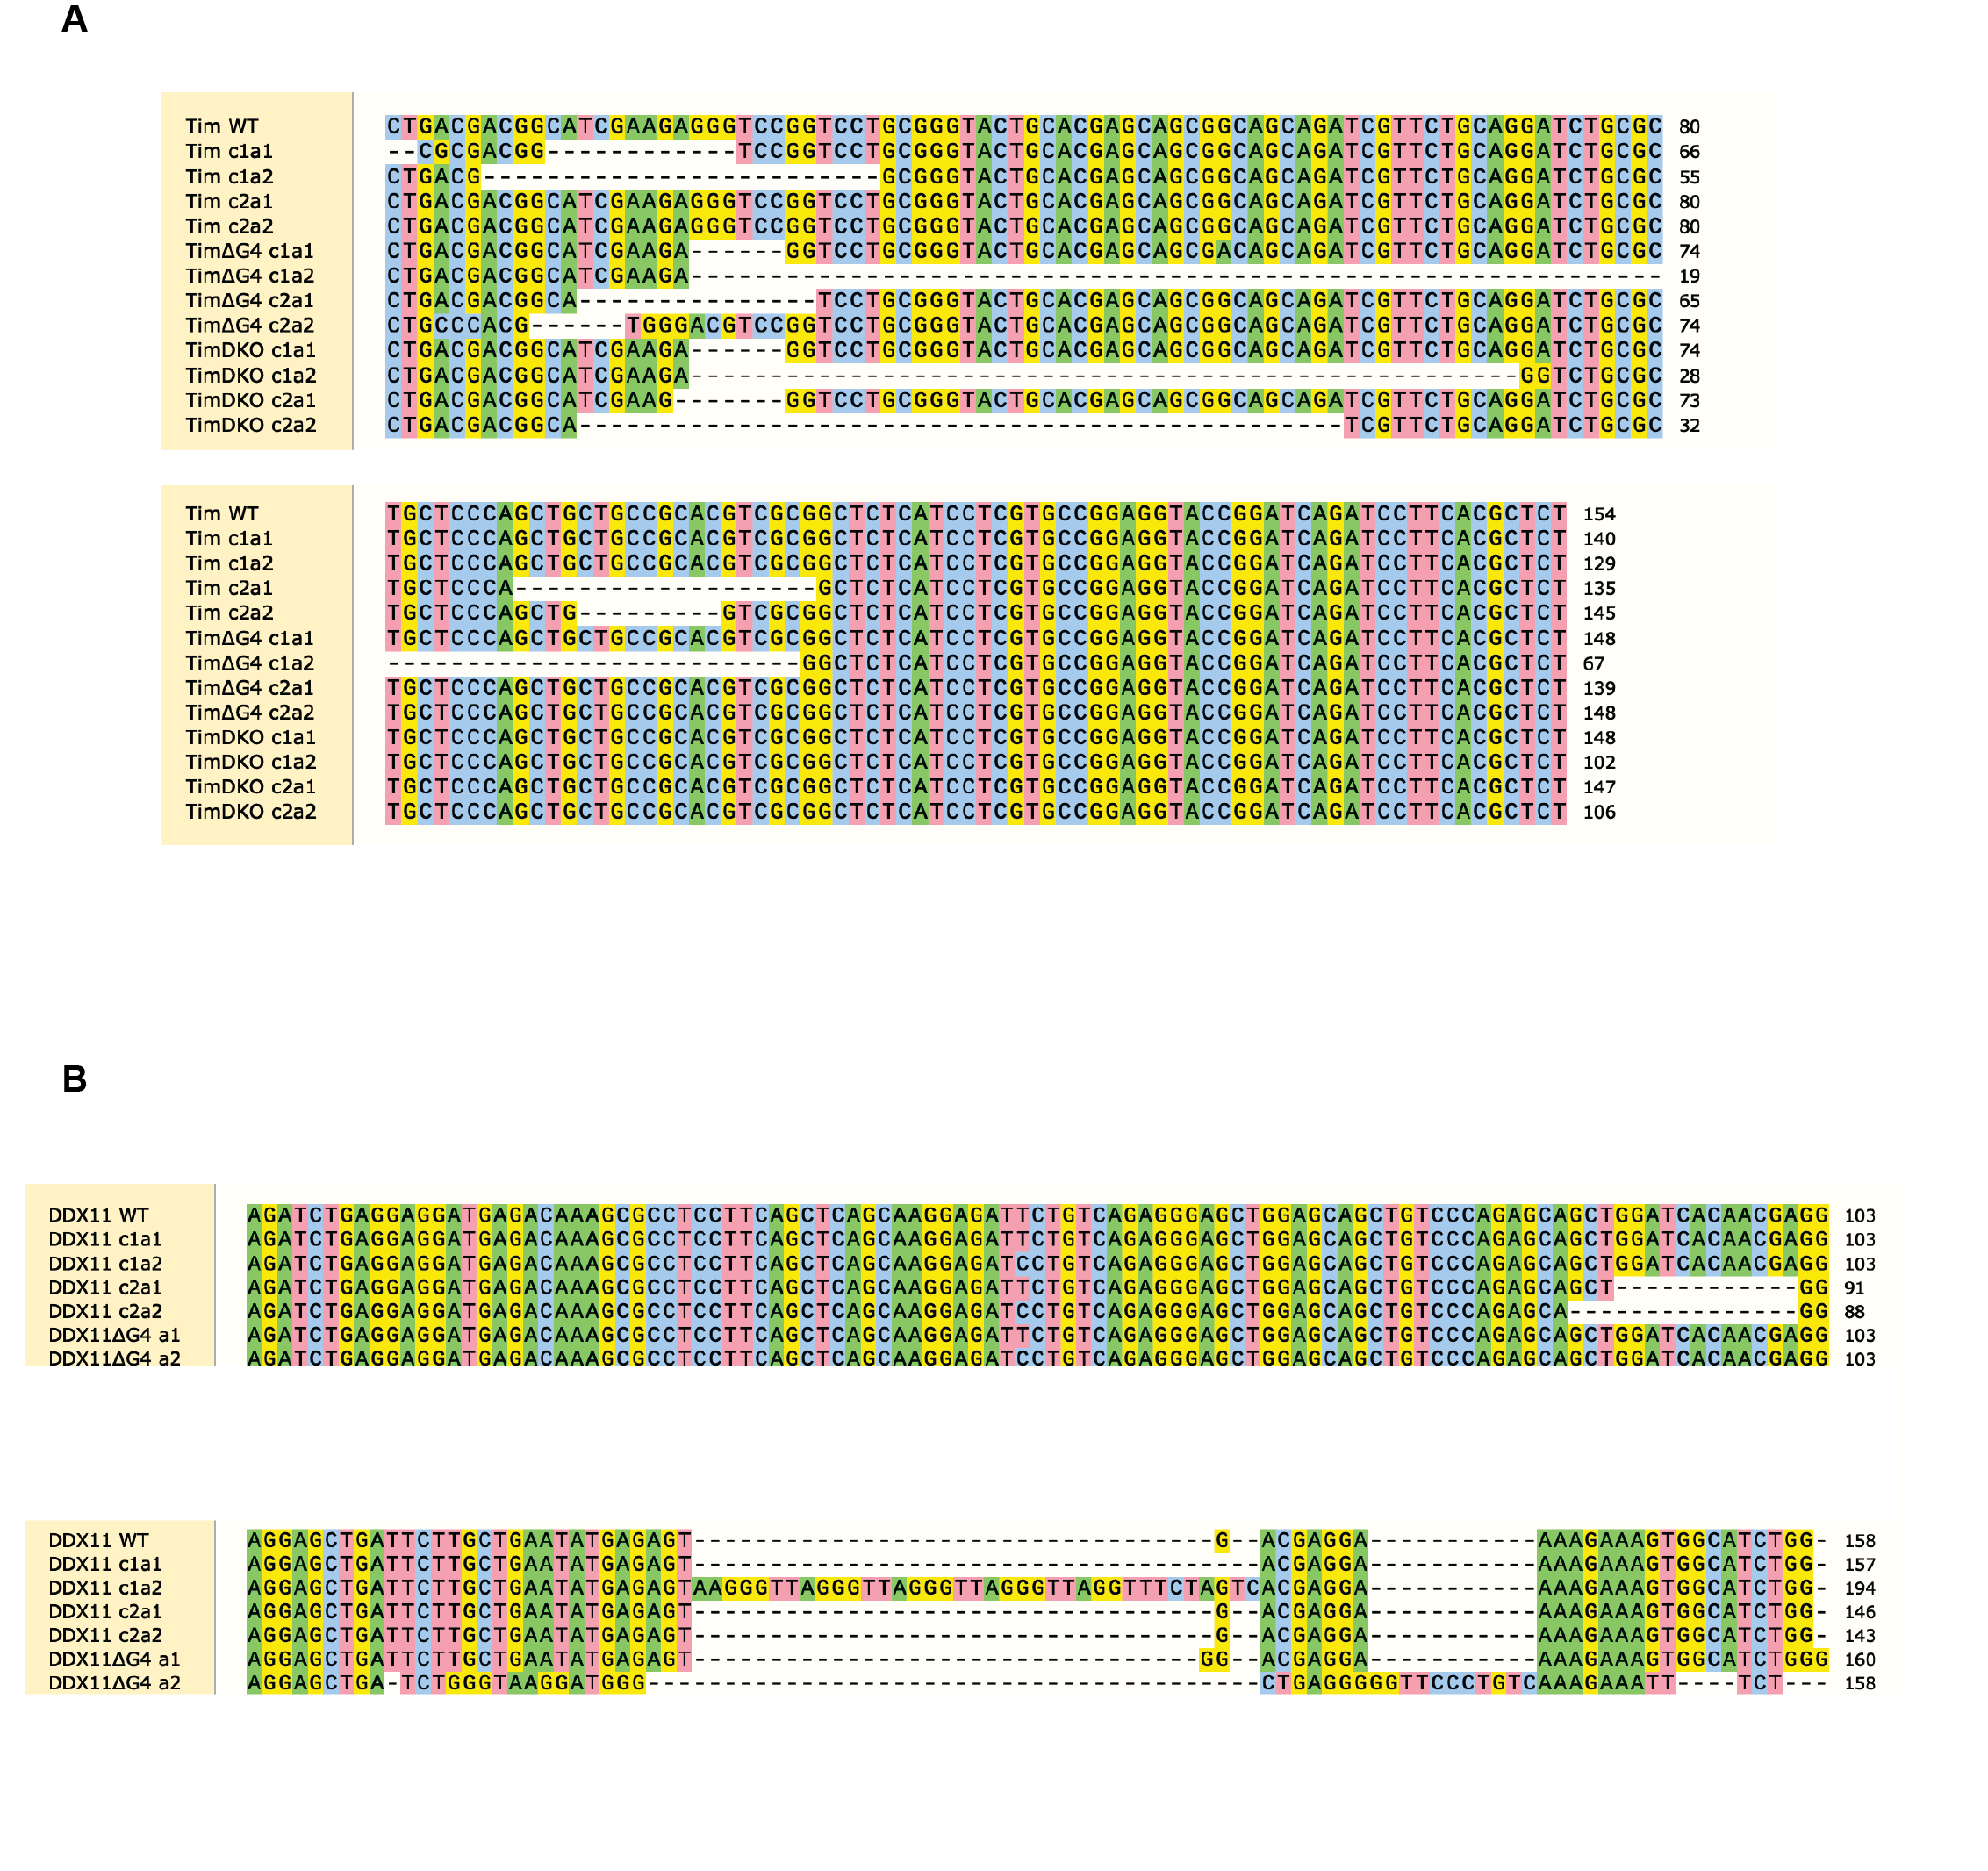

**Appendix Fig. S1. CRISPR-Cas9 induced deletions in *TIMELESS* and *DDX11.* A.** Aligned sequences of Exon 1 of the chicken *TIMELESS* locus showing the disruptions induced in the different clones used in this study. a1 and a2 refer to the two alleles. Note the telomeric repeat inserted in clone DDX11 c1a2. All disruptions lead to loss of frame. B. Aligned sequences of Exon 4 of the chicken *DDX11* locus showing the disruptions induced for the clones used in this study. All disruptions lead to loss of frame.

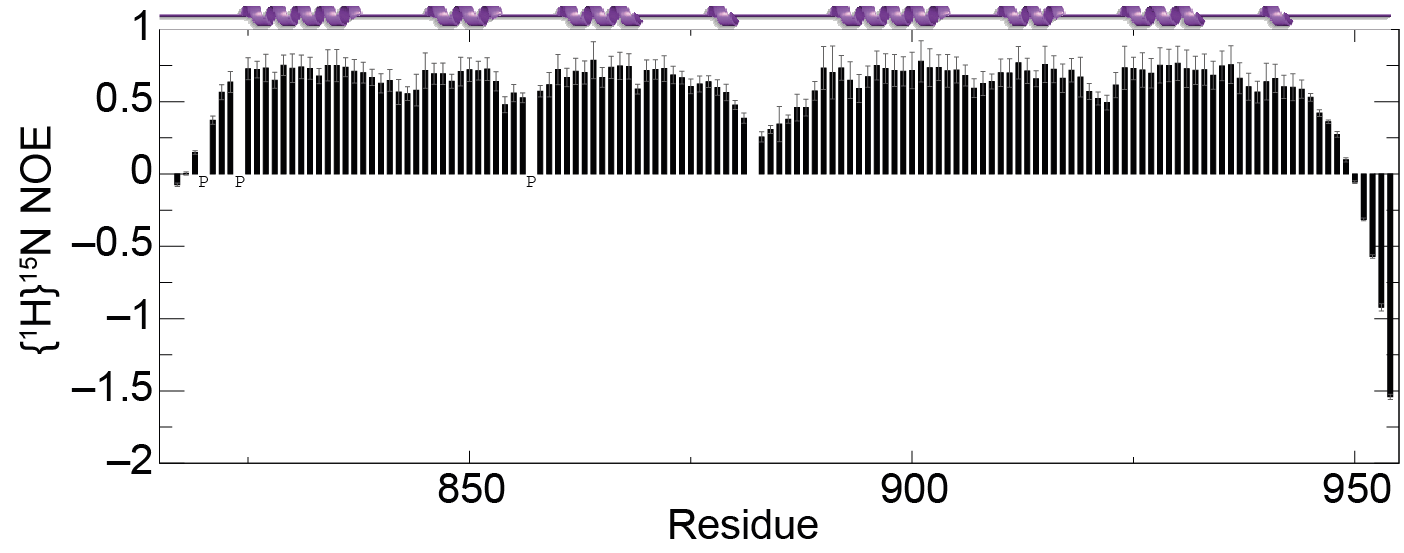

**Appendix Fig. S2. Backbone dynamics of Timeless 816-954.** (1H)^15^N heteronuclear nuclear Overhauser enhancement (NOE) values for the inter-domain linker region (residues 881-890) showed evidence of increased motions (NOE < 0.6) on a time scale faster than the overall tumbling rate. The linker is therefore flexible and confers independent mobility on the domains, which leads to a lack of global convergence of the NMR ensemble. Proline residues that lack ^1^H^N^ are marked ‘P’; the ^1^H^N^ of residue 882 was not detected due to conformational exchange broadening. Secondary structure from PDBsum.

**
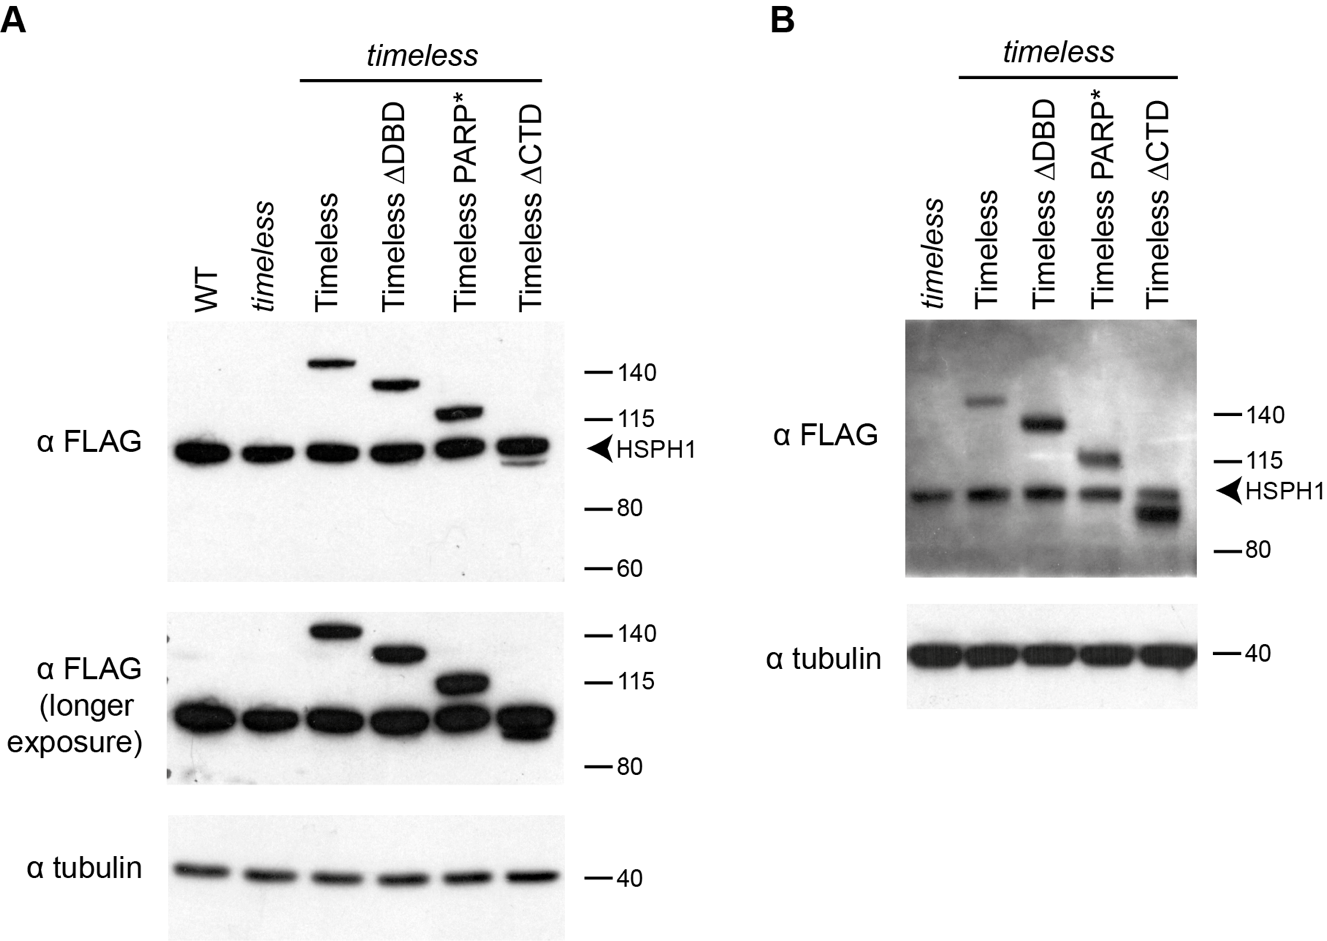
**

**Appendix Fig. S3. Expression of FLAG-Timeless and mutants.** FLAG-Timeless detected by Western blot in A. whole cell extracts and B. chromatin associated protein. Note chicken HSPH1, a heat-shock protein found in both cytoplasmic and chromatin compartments, contains a FLAG-like epitope in its C-terminus [820-DYKTEDMGEDDK] (Lara Phillips, PhD thesis, University of Cambridge, 2006).

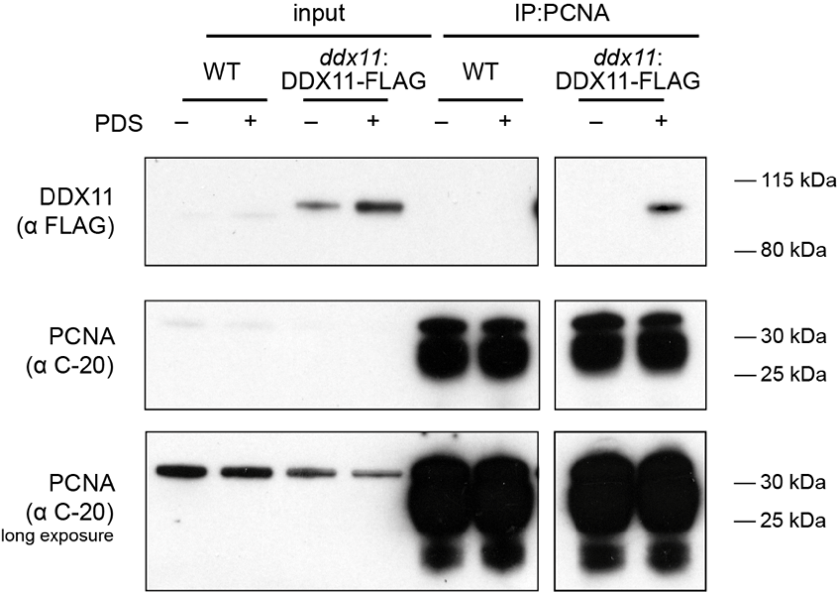

**Appendix Fig S4. Association of DDX11 with chromatin bound PCNA before and after exposure to PDS.** A biological repeat of the experiment shown in Figure 5A.

**
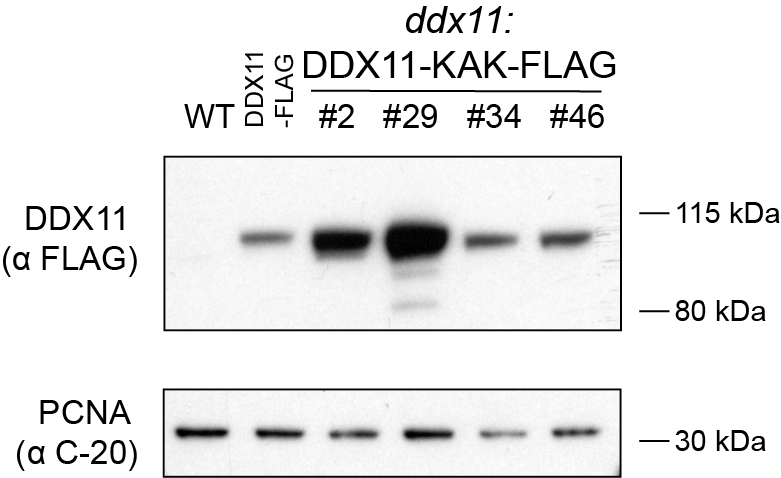
**

**Appendix Fig. S5. Expression of DDX11^KAK^ in *ddx11* cells.** Expression of DDX11^KAK^ (DDX11[E201K,Y202A,E203K]) (Cortone *et al.*, 2018) in four clones detected by western blotting of whole cell extracts for the FLAG epitope within the construct. Loading is controlled by blotting for PCNA. All four exhibited similar elevated levels of *BU-1* instability and the results were thus pooled in Figure 5C.

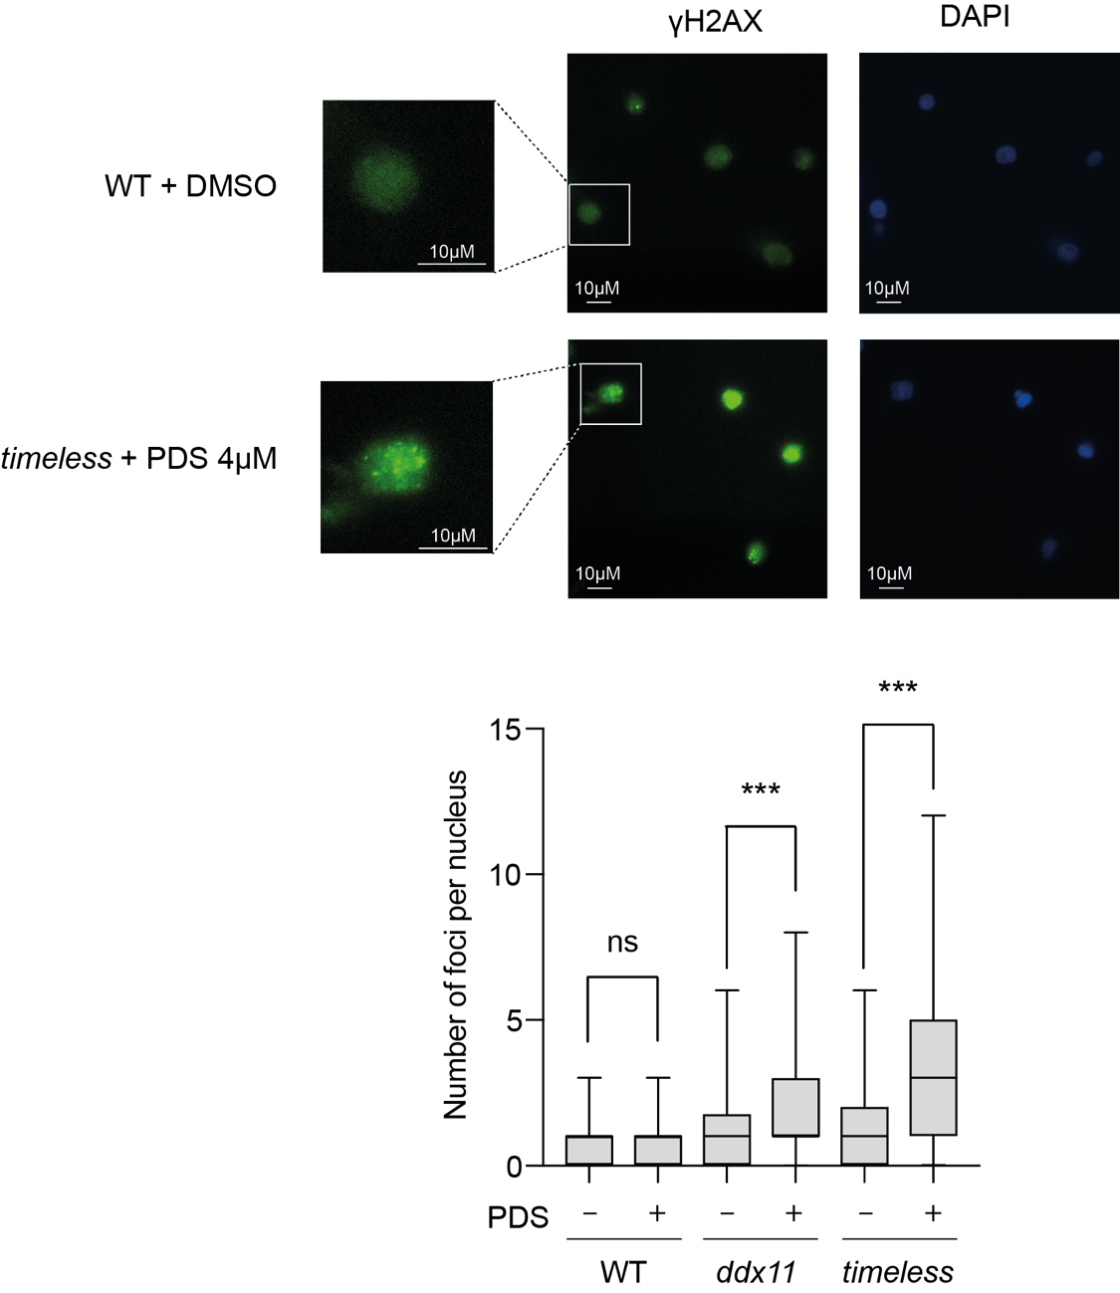

**Appendix Fig. S6. Immunofluorescence microscopy to quantitate γ-H2AX foci in wild type (WT), *ddx11* and *timeless* cells with and without exposure to PDS.** Cells were prepared exactly as for the flow cytometry experiments shown in Figure 6B. Foci were quantitated using FIJI (Schindelin *et al.*, 2012), as described in Methods. At high levels of γ-H2AX, the signal becomes pan-nuclear as illustrated in the lower right immunofluorescence panel. At least 50 cells were analysed for each condition. *** p < 0.001 Student’s t-test.

**Appdendix Tables**

**Appendix Table S1.** Oligos used for molecular cloning, site-directed mutagenesis and CRISPR/Cas9 gene disruption

| Identifier | 5′-3′ DNA Sequence |
| --- | --- |
| hTim∆DBD-D965-ClaI-GA-Fw | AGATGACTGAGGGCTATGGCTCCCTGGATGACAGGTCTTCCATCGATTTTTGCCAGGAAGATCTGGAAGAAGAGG |
| hTim∆DBD-S816-ClaI-GA-Rev | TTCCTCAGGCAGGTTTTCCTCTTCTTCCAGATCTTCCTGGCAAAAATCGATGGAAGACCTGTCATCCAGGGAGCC |
| hTimPBDtrunc-pcDNA3.1-bGH-TGA-NotI-GA-Fw | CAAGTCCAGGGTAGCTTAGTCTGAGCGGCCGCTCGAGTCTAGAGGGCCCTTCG |
| hTimPBDtrunc-NotI-GA Rev | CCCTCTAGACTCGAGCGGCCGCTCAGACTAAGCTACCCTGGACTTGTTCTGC |
| hTimC-tertrunc-pcDNA3.1-bGH-TGA-NotI-GA-Fw | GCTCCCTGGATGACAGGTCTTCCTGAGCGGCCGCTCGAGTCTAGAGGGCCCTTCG |
| hTimC-tertrunc-S816-NotI-GA-Rev | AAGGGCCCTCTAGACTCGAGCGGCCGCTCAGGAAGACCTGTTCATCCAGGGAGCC |
| hFANCJ K52R A155G Fw | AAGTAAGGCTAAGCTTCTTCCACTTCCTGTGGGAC |
| hDDX11-KAK-Fw | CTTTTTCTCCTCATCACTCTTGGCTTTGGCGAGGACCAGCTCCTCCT |
| hDDX11-KAK-Rev | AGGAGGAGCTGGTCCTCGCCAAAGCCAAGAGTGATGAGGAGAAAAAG |
| hFANCJ K52R A155G Rev | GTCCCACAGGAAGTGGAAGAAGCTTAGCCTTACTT |
| cDDX11 CRISPR gRNA top | CACCGTGCTGAATATGAGAGTGACG |
| cDDX11 CRISPR gRNA bottom | AAACCGTCACTCTCATATTCAGCAC |
| cTim CRISPR (KO) gRNA top | CACCGCGACGGCATCGAAGAGGGTC |
| cTim CRISPR (KO) gRNA bottom | AAACGACCCTCTTCGATGCCGTCGC |
| cTim CRISPR (C-ter truncation) gRNA top | CACCGACTTGTCGTCGTGTGCGGCC |
| cTim CRISPR (C-ter truncation) gRNA top | AAACGGCCGCACACGACGACAAGTC |

**Appendix Table S2.** DNA sequences used in the DNA-binding experiments of Tim DBD and Timeless-Tipin. The G4 DNA sequence used in Figure 2D is identical to the 1XAV sequence in Figure 3B, but with a Cy3 label at the 3’-end.

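The oligonucleotides of Appendix Table S2 serve as single-stranded, double-stranded, hairpin or G4-forming ligands in the DNA-binding experiments, which measure how avidly the purified proteins bind each structure. The motif the paper uses for the genome, 4 or more runs of at least 3 guanines with loops of 1 to 12 bases, was searched for in each of the 14 sequences written out there. It was found in 10 of them and not in the other 4. The 58-nt BU1 +3.5 oligonucleotide holds 5 G runs separated by loops of 2, 1, 9 and 2 bases. Its mutant differs from it at 10 bases, all of them G to T changes, and holds no G run of 3. The 1XAV oligonucleotide is 22 nt long with loops of 1, 2 and 1 bases, and rho-globin is 31 nt long with loops of 7, 3 and 4 bases.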

| **Identifier** | **5′-3′ DNA sequence (secondary-structure forming elements are highlighted in red)** |
| --- | --- |
|  | *DNA substrates for experiments in Figure 2D* |
| ssDNA | 6FAM-TGAGAGTGAGTAGAGTGAGTAA-Cy3 |
| dsDNA | ssDNA annealed ­with its complementary strand. |
| G4 DNA | TGAGGGTGGGTAGGGTGGGTAA-Cy3 |
|  | *DNA substrates for experiments in Figure 3A* |
| ss | 6FAM-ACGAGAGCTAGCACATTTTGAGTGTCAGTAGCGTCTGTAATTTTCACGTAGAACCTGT |
| ssHP | 6FAM-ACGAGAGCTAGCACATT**TTGAGGCTGCG**TTT**CGCAGCCTCAA**TTTCACGTAGAACCTGT |
| ssG4 | 6FAM-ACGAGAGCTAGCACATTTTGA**GGG**T**GGG**TA**GGG**T**GGG**TAATTTTCACGTAGAACCTGT |
|  | *DNA substrates for experiments in Figure 3B* |
| BU1 +3.5 (Schiavone *et al.*, 2014) | 6FAM-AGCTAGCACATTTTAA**GGG**CT**GGG**T**GGG**TGCTGTCAA**GGG**CT**GGG**TTTTCACGTAGAA |
| BU1 +3.5mut (Schiavone *et al.*, 2014) | 6FAM-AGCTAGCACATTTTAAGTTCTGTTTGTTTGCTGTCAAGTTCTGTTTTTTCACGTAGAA |
| 2JPZ (Dai *et al.*, 2007) | 6FAM-TTA**GGG**TTA**GGG**TTA**GGG**TTA**GGG**TT |
| 1XAV (Ambrus *et al.*, 2005) | 6FAM-TGA**GGG**T**GGG**TA**GGG**T**GGG**TAA |
| G4#2 (Schiavone *et al.*, 2014) | 6FAM-TAAT**GGG**TTT**GGG**TTT**GGG**TTT**GGG**T |
| G4#4 (Schiavone *et al.*, 2014) | 6FAM-TAATTTT**GGG**T**GGG**T**GGG**T**GGG**TTTT |
| 2O3M (Phan *et al.*, 2007) | 6FAM-TAA**GGG**A**GGG**CGCT**GGG**AGGA**GGG** |
| Bcl2Mid (Dai *et al.*, 2006) | 6FAM-ATA**GGG**CGC**GGG**AGGAAGG**GGG**C**GGG** |
| ρ-globin (Sarkies *et al.*, 2010) | 6FAM-TAA**GGGG**AGTAAAA**GGG**AGC**GGGG**TGCT**GGG** |

## Appendix Table S3. Data collection and refinement statistics for Tim DBD C-term (residues 883-947).

| *Data collection* |  |
| --- | --- |
| Wavelength | 0.9686 Å |
| Resolution range (Å) | 31.46 - 1.15 (1.191 - 1.15) |
| Space group | P6_5_ |
| Unit cell | 55.407 55.407 41.659 90 90 120 |
| Total reflections | 104424 (3064) |
| Unique reflections | 25072 (1920) |
| Multiplicity | 4.2 (1.6) |
| Completeness (%) | 96.33 (74.84) |
| Mean I/sigma(I) | 6.82 (1.36) |
| Wilson B-factor | 11.30 |
| R-merge | 0.1377 (0.4873) |
| R-meas | 0.1543 (0.6505) |
| R-pim | 0.06851 (0.4274) |
| CC1/2 | 0.975 (0.464) |
| CC* | 0.994 (0.796) |
| *Refinement* |  |
| Reflections used in refinement | 24985 (1922) |
| Reflections used for R-free | 1267 (101) |
| R-work | 0.1280 (0.2681) |
| R-free | 0.1548 (0.3632) |
| CC(work) | 0.973 (0.809) |
| CC(free) | 0.963 (0.769) |
| Number of non-hydrogen atoms | 659 |
| macromolecules | 527 |
| solvent | 132 |
| Protein residues | 62 |
| RMS(bonds) | 0.008 |
| RMS(angles) | 0.96 |
| Ramachandran favored (%) | 96.67 |
| Ramachandran allowed (%) | 3.33 |
| Ramachandran outliers (%) | 0.00 |
| Rotamer outliers (%) | 0.00 |
| Clashscore | 1.86 |
| Average B-factor | 17.72 |
| macromolecules | 14.14 |
| solvent | 32.01 |

Statistics for the highest-resolution shell are shown in parentheses.

**Appendix Table S4.** Summary of the restraints used in the calculation of the Timeless 816-954 structure and characterisation of the ensemble of energy-minimised structures.

| *NOE upper distance limits* |  | |
| --- | --- | --- |
| Total | 4730 | |
| Ambiguous | 1912 | |
| Unambiguous | 2818 | |
| *Dihedral angle constraints* |  | |
| Total | 278 | |
| *Residual NOE violation*s (Å) |  | |
| Number ≥ 0.5 | 0 | |
| Number ≥ 0.1 | 117 | |
| *Residual angle violations* (deg.) |  | |
| Number ≥ 2.0 | 0 | |
| *Energies* (kcal mol^–1^) |  | |
| Total | –4691 ± 40 | |
| van der Waals | –1348 ± 40 | |
| Electrostatic | –5207 ± 53 | |
| *Ramachandran statistics (% residues)* |  | |
| Core regions | 83.7 | |
| Allowed regions | 16.3 | |
| Generously allowed regions | 0 | |
| Disallowed regions | 0 | |
| *r.m.s.d. from ideal geometry* |  | |
| Bond lengths (Å) | 0.0052 ± 0.0002 | |
| Bond angles (deg.) | 0.660 ± 0.008 | |
| *r.m.s.d. to mean coordinates* (Å) | *Backbone* | *Heavy atoms* |
| Protein (824-880) | 0.494 | 0.580 |
| Protein (891-944) | 0.487 | 0.527 |
| For the analysis, 20 water-refined, energy-minimised structural conformations were used. Ramachandran statistics were calculated using PDBsum. | | |

**Supplementary References**

Ambrus A, Chen D, Dai J, Jones RA, Yang D (2005) Solution structure of the biologically relevant G-quadruplex element in the human c-MYC promoter. Implications for G-quadruplex stabilization. *Biochemistry*, **44:** 2048–2058

Cortone G, Zheng G, Pensieri P, Chiappetta V, Tatè R, Malacaria E, Pichierri P, Yu H, Pisani FM (2018) Interaction of the Warsaw breakage syndrome DNA helicase DDX11 with the replication fork-protection factor Timeless promotes sister chromatid cohesion. *PLoS Genet*, **14:** e1007622

Dai J, Carver M, Punchihewa C, Jones RA, Yang D (2007) Structure of the Hybrid-2 type intramolecular human telomeric G-quadruplex in K+ solution: insights into structure polymorphism of the human telomeric sequence. *Nucleic Acids Res*, **35:** 4927–4940

Dai J, Chen D, Jones RA, Hurley LH, Yang D (2006) NMR solution structure of the major G-quadruplex structure formed in the human BCL2 promoter region. *Nucleic Acids Res*, **34:** 5133–5144

Phan AT, Kuryavyi V, Burge S, Neidle S, Patel DJ (2007) Structure of an unprecedented G-quadruplex scaffold in the human c-kit promoter. *J Am Chem Soc*, **129:** 4386–4392

Sarkies P, Reams C, Simpson LJ, Sale JE (2010) Epigenetic instability due to defective replication of structured DNA. *Mol Cell*, **40:** 703–713

Schiavone D, Guilbaud G, Murat P, Papadopoulou C, Sarkies P, Prioleau M-N, Balasubramanian S, Sale JE (2014) Determinants of G quadruplex-induced epigenetic instability in REV1-deficient cells. *The EMBO Journal*, **33:** 2507–2520

Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez J-Y, White DJ, Hartenstein V, Eliceiri K, Tomancak P, Cardona A (2012) Fiji: an open-source platform for biological-image analysis. *Nature Methods*, **9:** 676–682

# Supplementary material for: Timeless couples G‐quadruplex detection with processing by DDX11 helicase during DNA replication
**Source:** EMBO J. 2020 Jul 23;39(18):e104185. doi: 10.15252/embj.2019104185
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

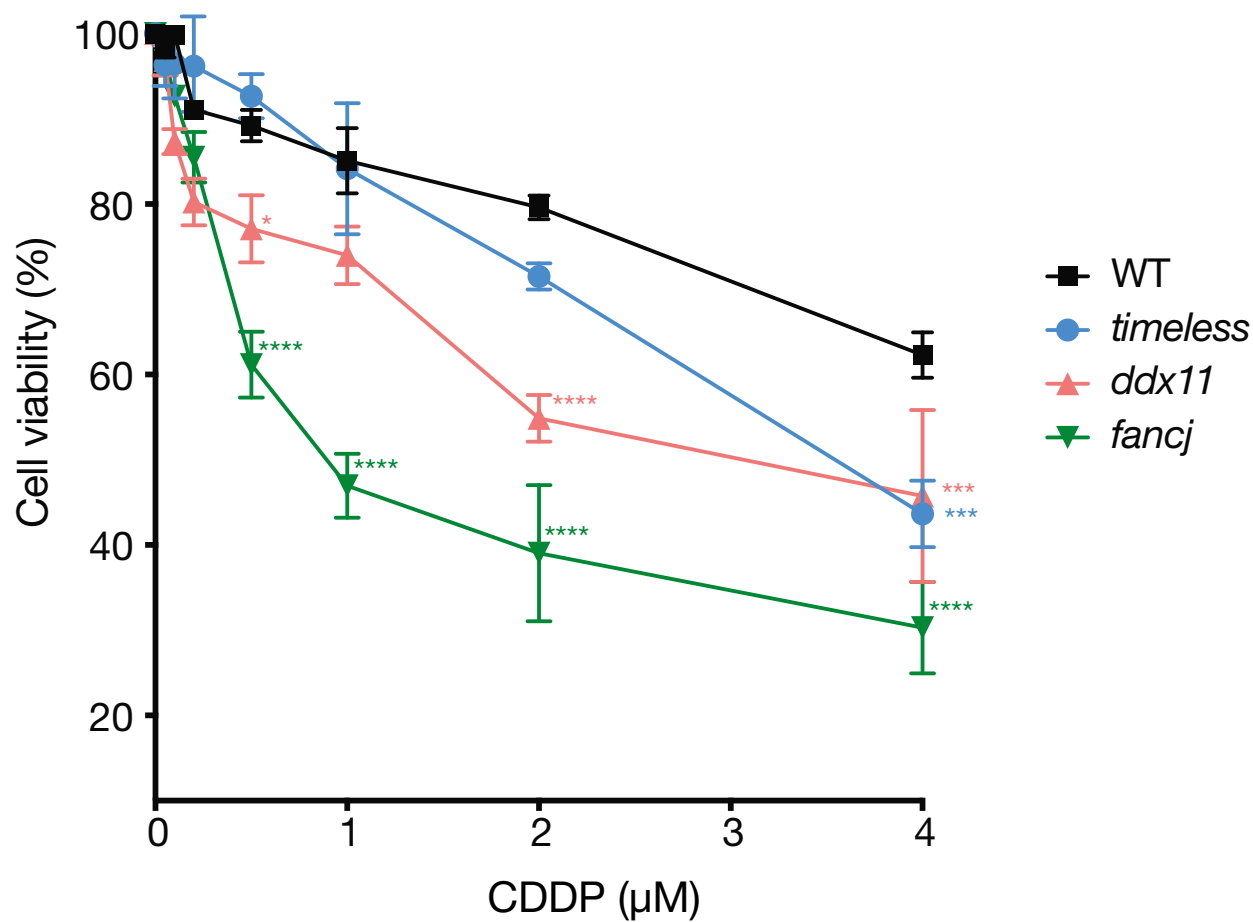

**Figure EV1. Sensitivity of wild type (WT), *timeless*, *ddx11* and *fancj* DT40 mutants to cisplatin (CDDP).**

Cell viability, assessed by MTS assay, of DT40 wild type, *ddx11*, *timeless* and *fancj*, after 72 h in presence of cisplatin at the indicated doses. The values represent the means (error bars indicate SD) of two independent experiments performed in triplicate. \* $P < 0.05$ , \*\*\* $P < 0.001$  and \*\*\*\* $P < 0.0001$ ; one-way ANOVA compared to the wild type.

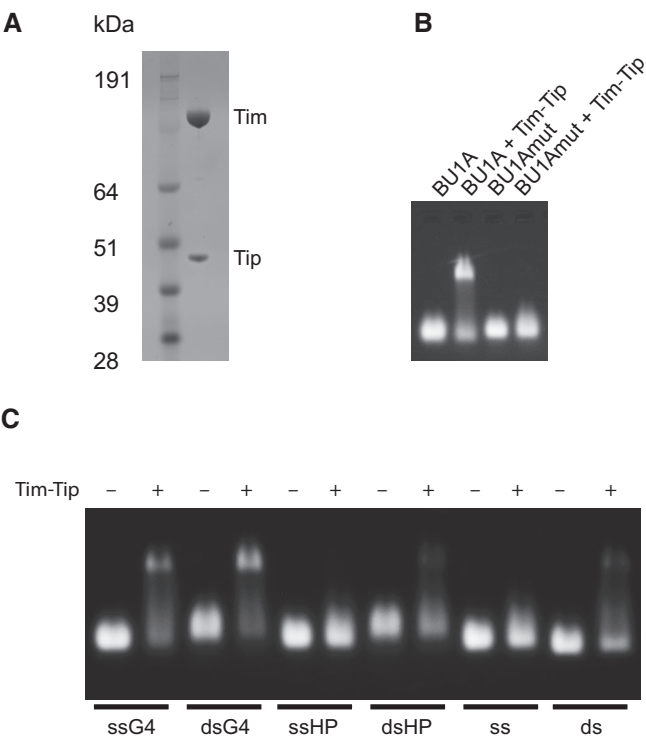

**Figure EV2. The Timeless–Tipin complex shows a preference for binding G-quadruplex DNA structures.**

- A Coomassie-stained SDS–PAGE gel of purified Timeless–Tipin complex.
- B Electrophoretic mobility shift assay (EMSA) showing the binding of Timeless–Tipin to G-quadruplex sequence BU1A + 3.5. Mutation of the G-quadruplex sequence (BU1A + 3.5 mut) disrupts Timeless–Tipin binding (see Appendix Table S2 for sequence details). Timeless–Tipin and DNA are both present at a final concentration of 5  $\mu$ M.
- C EMSA showing the binding of Timeless–Tipin to G-quadruplex sequences (ssG4, dsG4) but not single-stranded DNA (ss), double-stranded DNA (ds) or hairpin-containing sequences (ssHP, dsHP). Timeless–Tipin and DNA are both present at a final concentration of 5  $\mu$ M.

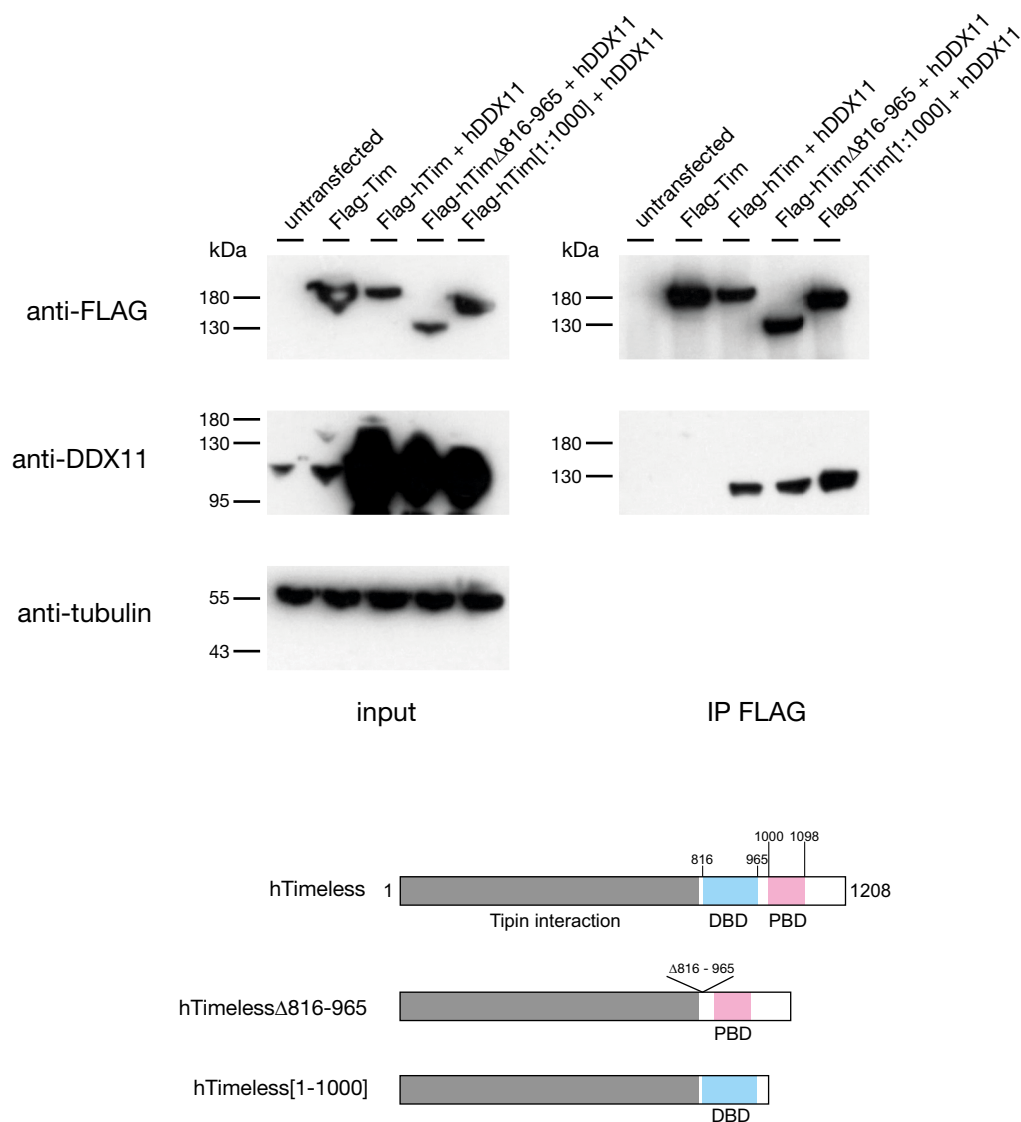

**Figure EV3. The C-terminus of Timeless is not required for its interaction with DDX11.**

HEK293T cells were transiently transfected with a plasmid encoding Flag-hTimeless, or co-transfected with plasmids encoding hDDX11 and Flag-Timeless or with Timeless mutated to delete the DNA-binding domain ( $\Delta$ DBD: deletion of region S816–S965) or PARP-binding domain (PARP<sup>\*</sup>: truncation at V1000). Twenty-four h after transfection, whole-cell extracts were subjected to immunoprecipitation with anti-Flag magnetic beads. Western Blot analyses were performed to detect overexpressed DDX11 protein in the pulled down samples using a specific antibody. Upper panel: Input and pulled down samples transfected with different Timeless constructs detected with an anti-Flag antibody. Bottom panel: Input and pulled down samples transfected with different Timeless constructs detected with an anti-DDX11 antibody. Tubulin was used as a loading control for the input samples.

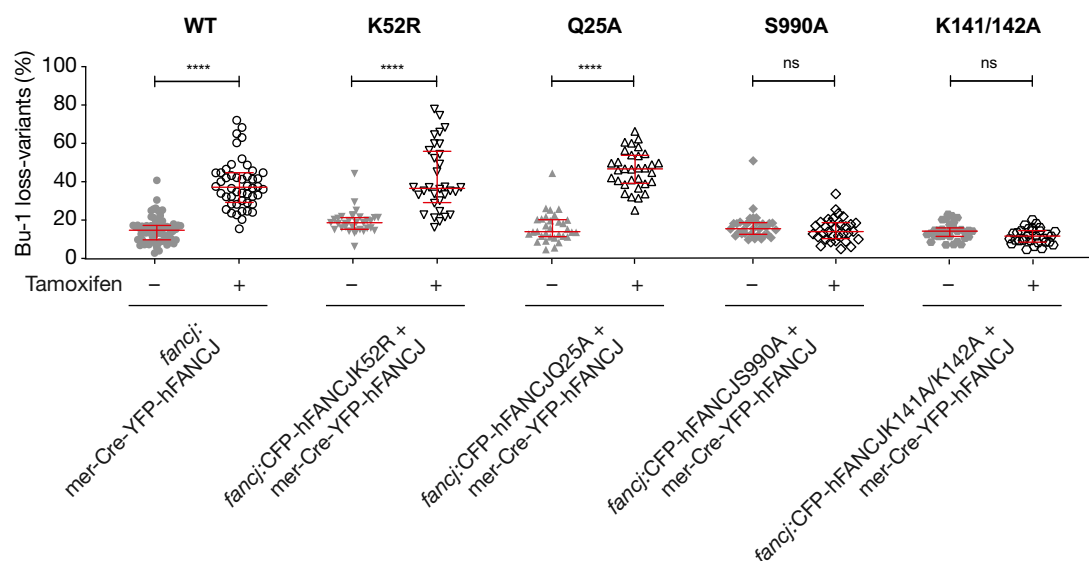

**Figure EV4. The catalytic activity of FANCJ is required for its role in suppressing G4-induced instability of *BU-1* expression.**

Fluctuation analysis for the generation of Bu-1 loss variants in an inducible system to study FANCJ function (see Materials and Methods for full details). Briefly, FANCJ-deficient DT40 cells are rescued with two transgenes, one encoding the wild-type protein and the other the mutant in question. The wild-type transgene is flanked by loxP sites and can be deleted by expression of Cre recombinase, induced by treatment of cells with tamoxifen. The K52R and Q25A mutants of FANCJ both disrupt the helicase activity of the enzyme (Cantor *et al.*, 2001; Wu *et al.*, 2012b). S990A disrupts the interaction of FANCJ with BRCA1, which is important for the role of FANCJ in homologous recombination (Xie *et al.*, 2010). K141/142A disrupts the interaction of FANCJ with MutL $\alpha$ , which is needed for efficient interstrand crosslink repair (Peng *et al.*, 2007). The data for each cell line represent the pooled results of at least two independent fluctuation analyses with a minimum of 32 data points per condition. Bars and whiskers represent median and interquartile range, respectively. \*\*\*\* $P < 0.0001$ ; one-way ANOVA for comparison between uninduced and tamoxifen-induced lines.

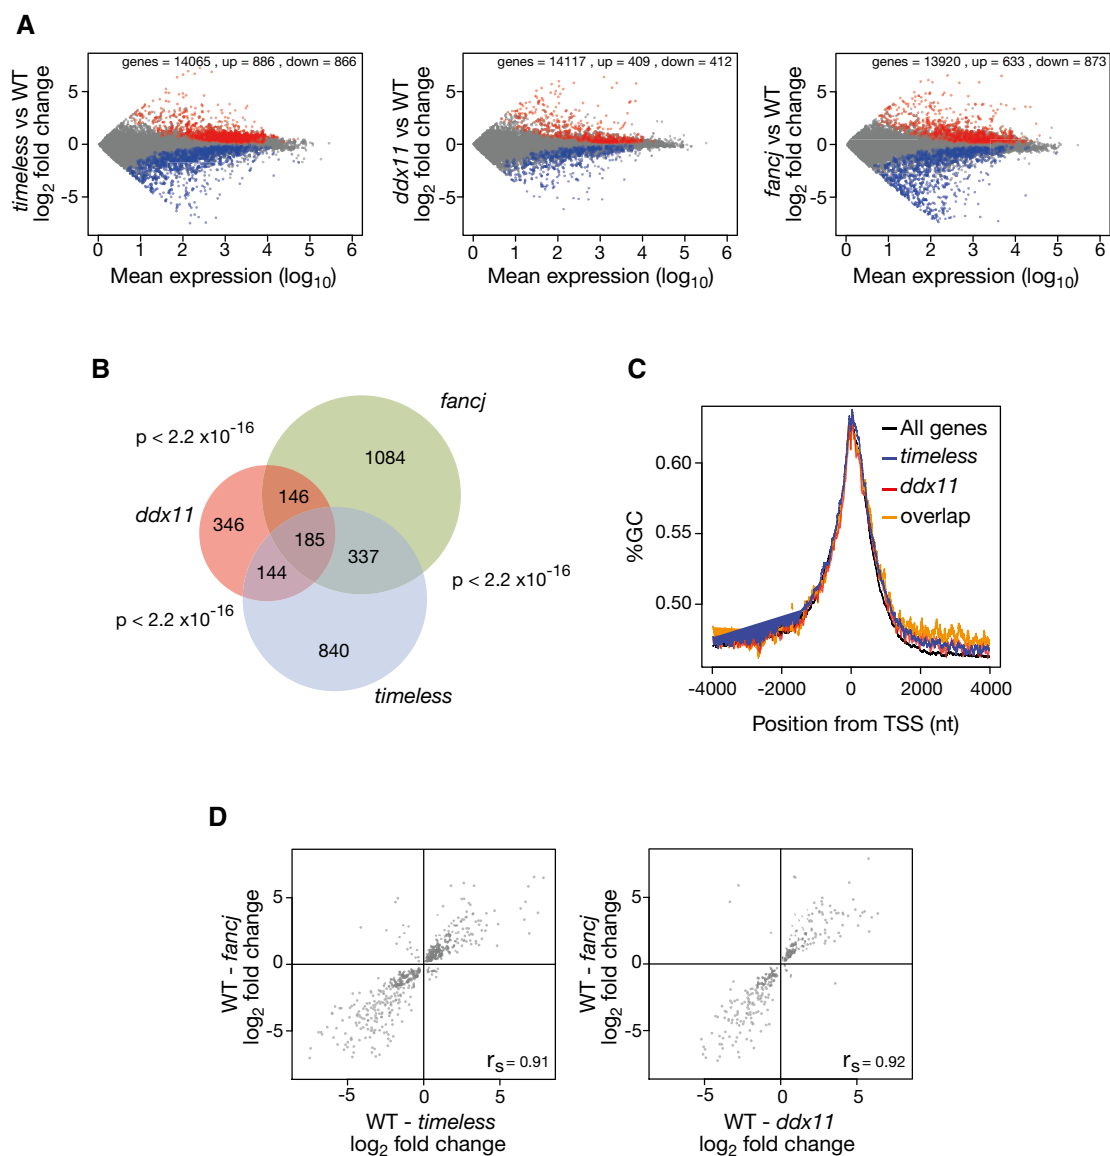

**Figure EV5. Gene expression dysregulation in *timeless* and *ddx11* DT40 cells.**

- A Dysregulated genes in *timeless* (left panel), *ddx11* (centre panel) and *fancj* (right panel) mutants relative to wild type. All genes with > 1 transcript per million in both conditions are plotted. Significantly ( $P \geq 0.95$ ) upregulated genes shown in red; downregulated in blue.
- B Venn diagram showing the overlap in genes deregulated in *timeless*, *ddx11* and *fancj* relative to wild type.  $P < 2.2 \times 10^{-16}$  for each pairwise comparison (Fisher hypergeometric distribution).
- C GC content around the TSS in genes dysregulated in *timeless* (blue), *ddx11* (red) and in both mutants ("overlap", orange) compared with all genes (black).
- D Correlation of magnitude and direction of change of genes dysregulated (relative to wild type) in *fancj* vs. *timeless* (left panel) and *ddx11* (right panel) DT40 cells.  $r_s$  (Spearman rho) is shown for each correlation.

How the deposited data were processed for this re-analysis (not part of the article)

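RNA was measured by poly(A) RNA-seq in 12 libraries of DT40 cells, 3 from independent cell populations of each of 4 lines (wild type, *timeless*, *ddx11* and *fancj*). Lines and replicate numbers were taken from the sample labels and the paper. No 2 libraries of a line held counts within sampling noise of each other, so none is a copy of another. Each was taken as 1 replicate cell population. Neither the labels nor the paper say which clone of *timeless* or *ddx11* was sequenced. If the populations of a line came from 1 clone, the tests measure the spread within that clone. Changes peculiar to such a clone could then not be told apart from an effect of the disrupted gene.

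The authors aligned the reads with Bowtie 2 to GRCg6a and ran RSEM with the Ensembl 96 annotation. For each gene the deposited values are an expected count, which is an estimate that need not be whole and is not normalized for depth. The deposited TPM values are scaled by the authors to gene length and to the same total in every library, and the deposited FPKM values to gene length and library size; FPKM was not used here. The authors also gave each gene's length and effective length. The versions of Bowtie 2 and RSEM are not given in the paper's text, which also does not say whether reads were counted by strand. Genes that overlap or share reads are therefore uncertain.

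From these files the expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, altered at an adjusted p under 0.05). Each fit held the 6 libraries of a mutant and wild type, or of a pair of mutants. Each SE of a log2 fold change is its absolute value divided by the square root of the test's F statistic. It is derived from the test and is no separate estimate of error, least of all where a line had next to no counts. Genes had to reach a mean of at least 1 TPM in at least 1 of the genotypes compared, since the paper's methods ask for 1 TPM without naming the genotype. Its Fig EV5A plots genes above 1 TPM in both genotypes, a limit that removes genes switched on or off and is among the alternatives. Overlaps were tested with two-sided Fisher's exact tests over the genes tested in both comparisons. Correlations are Spearman's rho of the log2 fold changes over the genes altered in both mutants, with two-sided permutation tests of 100000 resamples. Shares of genes carry 95% Wilson intervals, which cover counting error only. A fold against a line in which all 3 libraries held at most 3 counts was computed against 3 counts and is a lower bound. With 3 libraries against 3, an exact permutation test of a single value cannot go below p = 0.1, so none is given.

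The total of expected counts was 13406041 to 50160512 per library, with a median of 20125298. The shares and folds of genes with few counts are least precise in the libraries with the lowest totals.

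The design, the genes to be named and most of the alternatives were fixed before the data were examined. The genes named are *TIMELESS*, *DDX11*, *BRIP1*, *TIPIN*, *CLSPN* and *WDHD1*, which the paper names, and the 3 that rose most and the 3 that fell most on average over the mutants. These had to be altered in the same direction in all 3 mutants, with every mutant library on one side of every wild-type library and a mean of at least 10 TPM in a line. *BU-1* was also in the rule, but the files do not pair an identifier with that name, and it is not analysed here. The files give only identifiers for the 3 that fell most, and 2 of these are printed.

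The alternatives were the limit of 1 TPM in both genotypes, no TPM limit, edgeR's filterByExpr, DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, a negative binomial-beta model written here after EBSeq (5 rounds, PPDE of at least 0.95), the replicate number as a block, all 12 libraries in 1 fit, an absolute log2 fold change of at least 1, an adjusted p under 0.01, and leaving out each replicate in turn. For overlaps and correlations, other gene sets, other reference lines and separate wild-type libraries were also used. An offset for gene length and a fit without the genes of 1 chromosome were added after the data had been seen. The replicate block rests on the replicate numbers of the labels, which the paper does not say are pairs; how far same-numbered libraries deviate together is given with the results. Gene sets were tested between lines with camera from limma 3.58.1, with Benjamini-Hochberg adjustment over 12 tests.

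On simulated counts for 11333 genes of which 200 were changed, the edgeR test recovered 99.5% of the changed genes and 4.8% of its calls were false. DESeq2 gave 8.7% false calls. The negative binomial-beta model recovered 99% with 34.2% false calls, and 0.5% when it was given the simulated dispersions. The simulation gave all genes the same dispersion and all changed genes the same size of change. Its changed genes also excluded those with low expression. The deposited libraries vary more than this, so these rates need not hold for them. In the deposited data the model called fewer genes than DESeq2's Wald test in each mutant.

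The files name genes by Ensembl identifiers, of which 13869 carry a symbol. To see which genes neighbour each other, 11666 of these names were matched to a gene table of the GRCg7b assembly, a later build than that of the files, and only its order of genes along each chromosome is used. No genome sequence was used here, so the G4 motifs, GC content and strand of the regions around the TSS (Fig 7B and C, Fig EV5C) are not analysed here.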

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

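The comparisons of mutants with each other were chosen before the data were examined. Of the tests in this part, those of the chromosome against other reference lines, of its normalization, of other genes of the same lengths, of *fancj* against the other mutants with a gene length offset, of single genes, of runs of neighbours, of its genes split by their mean over all libraries and of the balance of higher and lower genes were chosen only after the result was seen.

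Between *timeless* and *ddx11*, 601 of 11736 genes differed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference between groups tested directly. Of the 10 ways to divide these 6 libraries into groups of 3, only the real one gave as many genes (1 of 10), and the others gave 0. That share cannot go below 0.1, so this cannot be told apart from a grouping by chance by number alone. The 4 divisions that part all same-numbered pairs include the real one, and the other 3 of them gave no gene. *DDX11* itself was higher in *timeless* by a log2 fold change of 1.41 (SE 0.25, adjusted p = 0.018, same edgeR test, and 0.0088 with the replicate number as a block). *TIMELESS* had a log2 fold change of -0.57 in *timeless* against *ddx11* (SE 0.15, adjusted p = 0.073, same edgeR test), not past the threshold. With the block it was past the threshold (adjusted p = 0.017, same edgeR test). *IL1RL1* was higher in *timeless* by 4.75 (SE 0.89, adjusted p = 0.021, and 3.7e-05 with the block) and ENSGALG00000049938 lower by a log2 fold change of -4.80 (SE 0.93, adjusted p = 0.023, and 0.011 with the block), so these genes moved in the same direction from wild type in both mutants but by different amounts.

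Between *fancj* and *timeless* 102 genes differed and between *fancj* and *ddx11* 93, again in 1 of 10 divisions each and in none of the others. ENSGALG00000049938 was higher in *fancj* than in *timeless* by 6.29 (SE 0.93, adjusted p = 0.034, and 0.017 with the block), and ENSGALG00000047409 was higher in *fancj* than in *ddx11* by 2.96 (SE 0.45, adjusted p = 0.038; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), though with the block its adjusted p from the same edgeR test was 0.054, above 0.05. Replicate 3 of *fancj* stood apart from its line. It was also the only *fancj* library with *BRIP1* below wild type (1.2 TPM, against 7.8 and 8.5 TPM in replicates 1 and 2). *BRIP1* RNA thus cannot check the label of replicates 1 and 2. The log2 ratio of replicate 3 to the other *fancj* libraries fell with gene length, with a Spearman's rho of -0.406 across genes, which are not independent replicates. Its total of 22.9 M counts lay within the range of the other libraries. A list of proliferation genes, of which 29 of 33 were tested, had a median log2 ratio of -0.18, and of 0.182 after removal of the length trend, at the 17.98 percentile of 10000 random lists matched on expression, 95% of which lay between 0.082 and 0.43. A median under -0.5 and below that range was set beforehand as the sign of lower proliferation and was not seen, though the list lay in the lower part of the range. Gene length bias, for example from RNA integrity or library preparation, therefore may contribute to the spread within *fancj*, but it does not account for the differences from the other mutants: with an offset for gene length 177 genes differed between *fancj* and *timeless*, 99 of them also without it, and 175 between *fancj* and *ddx11*, 92 of them also without it. Lengths trended the same way, less strongly, in replicate 3 of *timeless* (-0.262) and of *ddx11* (-0.304). They trended the other way in replicate 1 of *timeless* (0.205), *ddx11* (0.218) and *fancj* (0.301), so replicates 1 and 3 differed in the same way in all 3 mutants. Replicate 2 was at 0.328 in *fancj*, 0.067 in *timeless* and -0.028 in *ddx11*. In wild type the trends were 0.078, -0.067 and -0.065 in replicates 1 to 3, smaller than in replicates 1 and 3 of any mutant. The mutants therefore shared a difference between replicates that wild type showed little of. Whether it contributes to the changes shared by the mutants was not settled. Each ratio was taken to the other libraries of its line, so the trends within a line are not independent. In fits with the replicate number as a block, 1629 genes differed between *timeless* and *ddx11*, 247 between *fancj* and *timeless* and 109 between *fancj* and *ddx11*.

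The genes of a single chromosome were lower in *timeless* than in the other mutants. The chromosome was found by ordering the matched genes on the GRCg7b gene table, on which it runs from *CHPF2* to *NRBP2* among the genes tested. The median log2 fold change of its 661 tested genes in *timeless* against wild type was -0.57, where the other chromosomes with at least 50 genes had medians between -0.06 and 0.06. It was -0.52, -0.58 and -0.57 in the 3 *timeless* libraries, against -0.04 to 0.15 in the other libraries. Against *ddx11* in place of wild type the median was -0.54 and against *fancj* -0.65, so a change in the wild-type libraries does not account for it. In limma's camera test, the Benjamini-Hochberg adjusted p was 9.5e-30 against *ddx11* and 1.6e-33 against *fancj*, and 4e-30 and 4.2e-33 with the replicate number as a block. This test was run on 12 combinations of gene set and comparison, the genes of a set are not independent, and the chromosome had been picked for its shift. From the deposited TPM, the median of its genes minus that of the other matched genes was at most -0.56 in a *timeless* library, a difference in which the scaling of a whole library cancels. Such scaling moves all genes alike and cannot set 1 chromosome apart, and the other matched genes had medians of -0.004 to 0.023 in these libraries. With an offset for gene length the median was -0.565, but *timeless* had little trend with length to remove (Spearman's rho -0.065 across genes). The 10 other genes nearest in length to each of its genes had a median of 0.016. The shift was spread over the chromosome: 87% of its genes had a negative log2 fold change, against 49.4% elsewhere, and 100% of the runs of 31 neighbouring genes had a median under -0.3. These results go against gene length, single genes and a local cluster as the cause.

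A candidate explanation is that the *timeless* cells sequenced carry fewer copies of this chromosome. Going from 3 copies to 2 would give -0.59 on the log2 scale. The range set beforehand for such a loss, -0.8 to -0.4 in each of 3 equal groups of its genes by wild-type expression, was not met: the medians were -0.343 in the lowest group and -0.58 and -0.68 in the others, and -0.388 in the lowest group when the genes were divided by their mean over all libraries. Copy number was not measured here, and an effect of losing Timeless on this chromosome cannot be told apart from a change in the line's karyotype. The chromosome held 53.9% of the matched genes lower in *timeless* and 4.3% of those higher (Fisher's exact test, two-sided, odds ratio 17.7, p = 1.8e-115). Without its genes, the higher genes made up 62.5% of the altered ones in *timeless* in place of 52.6%, so the near balance of higher and lower genes in *timeless* depends on this chromosome. Correlation of neighbouring genes' changes, at 0.197 in *timeless*, 0.118 in *ddx11* and 0.116 in *fancj*, fell between the values set for blocks and for none. With each chromosome's median subtracted it was 0.109, 0.103 and 0.104, which leaves smaller blocks of changed copy number open.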

How the results depend on the processing

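The alternatives were set before the data were examined, except the gene length offset and the fit without the genes of 1 chromosome, which were chosen after seeing the data. For the 3 overlaps and 3 correlations, every alternative and every fit that left out a replicate kept the direction and the side of the threshold. Across the alternatives, odds ratios ranged from 8.21 to 65.8 for *timeless* and *ddx11*, 7.33 to 124 for *fancj* and *timeless* and 12.1 to 80.4 for *fancj* and *ddx11*, and correlations from 0.456 to 0.896, 0.423 to 0.946 and 0.355 to 0.889, apart from 0.243, 0.285 and 0.213 across all genes with separate wild-type libraries. With a replicate left out the odds ratios were 15.5 to 42.8, 12.4 to 116 and 28.2 to 114 and the correlations 0.792 to 0.873, 0.866 to 0.93 and 0.725 to 0.9. In these fits the genes altered in both mutants numbered 55 to 164, 29 to 303 and 17 to 177, against 150, 210 and 131. The cause was not tested for any change below.

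The number of altered genes also moved with the processing. With a mean of at least 1 TPM in both genotypes it was 611 in *timeless*, 153 in *ddx11* and 116 in *fancj*, and 45.8% of the altered genes were higher in *timeless* and 54.3% in *fancj*. Without a TPM limit, *ddx11* had 514. DESeq2's Wald test called 1499 genes in *timeless*, 547 in *ddx11* and 1319 in *fancj*. The EBSeq model called 517 in *ddx11* and 1092 in *fancj*, with 59.2% higher in *fancj*. With the replicate number as a block, *ddx11* had 142, and 72.6% were higher in *fancj*. All 12 libraries in 1 fit gave 158 in *ddx11* and 1031 in *fancj*, with 57.1% higher in *timeless* and 48.1% in *ddx11*. An absolute log2 fold change of at least 1 left 64.6% higher in *timeless*. An adjusted p under 0.01 left 282 genes in *timeless* (62.1% higher), 107 in *ddx11* and 76 in *fancj* (71.1% higher). Without the genes of 1 chromosome, 62.5% were higher in *timeless*. In the fits that each left out 1 replicate, the count ran from 349 to 957 in *timeless*, 98 to 462 in *ddx11* and 45 to 864 in *fancj*, and the share of higher genes from 48.9 to 59.9%, 45.5 to 59.2% and 58.7 to 76.6%.

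*TIMELESS* in *timeless* was no longer past the threshold with all 12 libraries in 1 fit (-0.78) or under the stricter fold-change and p limits (-0.78). *DDX11* in *ddx11* was not past it with the replicate number as a block (-1.31) or at an adjusted p under 0.01 (-1.30). Leaving out 1 replicate gave -0.87 to -0.68 for *TIMELESS*, -1.56 to -1.14 for *DDX11* and -0.60 to 0.12 for *BRIP1* in *fancj*, where the sign turned without replicate 3; *TIMELESS* was no longer past the threshold in 2 of 6 such fits and *DDX11* in 4 of 6. None of the other genes whose sign turned was altered under any setting: with the length offset *DDX11* (0.073) and *CLSPN* (0.018) in *fancj*, and with the EBSeq model *BRIP1* in *timeless* (0.14) and *CLSPN* in *timeless* (0.058) and *ddx11* (0.07). With a replicate left out the ranges were -0.029 to 0.24 for *DDX11* in *timeless*, -0.21 to 0.071 for *DDX11* in *fancj*, -0.28 to 0.13 for *BRIP1* in *timeless*, -0.29 to 0.10 for *TIPIN* in *timeless*, -0.13 to 0.22 for *TIPIN* in *fancj*, -0.15 to 0.082 for *CLSPN* in *timeless*, -0.094 to 0.061 for *CLSPN* in *ddx11* and -0.092 to 0.18 for *WDHD1* in *ddx11*. The genes with large changes in all mutants kept their direction in every fit. Among the results for single genes other than each line's disrupted gene, 11 were no longer past the threshold and 2 came past it under the alternatives (both *TIMELESS* in *fancj*), and 20 and 1 with a replicate left out. Depth limits the genes with few counts most, such as *IL1RL1* in wild type. The G4, GC and *BU-1* alternatives were not run.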

Differences from the paper's values

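The alternatives named here were set before the data were examined unless stated otherwise. A count is taken as within the paper's when neither is more than 1.5 times the other, and a correlation when the 2 differ by no more than the SD of the fits that each left out 1 library (0.028 for *timeless* and *ddx11*, 0.054 for *fancj* and *ddx11*). The paper reports 1752 genes with altered expression in *timeless* and 821 in *ddx11*; here 955 and 301 were altered. For *timeless*, the value fell within the paper's without a TPM limit (1388), with DESeq2's Wald test (1499) and with the EBSeq model (1191), and not with the others. For *ddx11*, none of the alternatives closed the gap, and the highest number was 547 with DESeq2's Wald test. In *fancj*, 506 genes were altered against the paper's about 1500 in Fig EV5A, read by eye; DESeq2's Wald test (1319), the EBSeq model (1092) and all 12 libraries in 1 fit (1031) came within it, and the others did not.

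Of the altered genes, 502 were higher in *timeless*, 162 in *ddx11* and 339 in *fancj*, where Fig EV5A of the paper shows about 890, about 410 and about 630, read by eye. The gap closed in *timeless* without a TPM limit (751) and with DESeq2's Wald test (788). It closed in *ddx11* with DESeq2's Wald test (290) and the EBSeq model (274). In *fancj* it closed without a TPM limit (483), with DESeq2's Wald test (884), the EBSeq model (646) and all 12 libraries in 1 fit (684), and also without *fancj* replicate 1 (511) or 3 (542), and with the gene length offset, which was chosen after seeing the values (441). The other alternatives did not close these gaps.

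Genes altered in both *timeless* and *ddx11* numbered 150 here and about 330 in the paper's Fig EV5B, read by eye. This gap closed without a TPM limit (268) and with DESeq2's Wald test (298). For *fancj* and *timeless* the numbers were 210 here and about 520 in Fig EV5B, read by eye, and for *fancj* and *ddx11* 131 here and about 330 in Fig EV5B, read by eye. Only DESeq2's Wald test closed these gaps (506 and 310).

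The Spearman correlation for *timeless* and *ddx11* was 0.851 here and 0.82 in the paper. The values without a TPM limit (0.824), with filterByExpr (0.834), DESeq2's Wald test (0.812), the EBSeq model (0.796), an absolute log2 fold change of at least 1 (0.839), an adjusted p under 0.01 (0.845) and separate wild-type libraries (0.827) came within the paper's, as did those without wild-type replicate 2 (0.843), *timeless* replicate 1 (0.792), *ddx11* replicate 2 (0.814) or *ddx11* replicate 3 (0.809), and those with the gene length offset (0.839) and without the genes of 1 chromosome (0.848), both chosen after seeing the values. The other settings did not. For *fancj* and *ddx11* it was 0.834 here and about 0.92 in the paper's Fig EV5D, read by eye. It came within the paper's value without a TPM limit (0.883), with DESeq2's Wald test (0.884), with the EBSeq model (0.876), at an adjusted p under 0.01 (0.872) and with *timeless* as the reference (0.889), and without wild-type replicate 1 (0.9) or *fancj* replicate 1 (0.869), and not with the others.

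The paper's Fig EV5A shows more lower than higher genes in *fancj*, and here 67% of the altered genes in *fancj* were higher, between 54.3% and 72.6% across the alternatives. The circles of Fig EV5B carry totals for *timeless* and *fancj* that are exchanged relative to the text and Fig EV5A; the values above follow the text's assignment of the names.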

Other observations

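Of the tests in this part, those of separate wild-type libraries across all genes, of the regroupings for the correlations that involve *fancj*, of the share of counts taken by a few genes, with and without the mitochondrial ones, and of other genes of the same lengths were chosen only after the result was seen.

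Each mutant was compared with wild type in 10 divisions of 6 libraries into groups of 3. Only the real division (1 of 10 in each of the 3 mutants) gave as many altered genes, and the others gave 0, both those that part all same-numbered pairs and those that do not. The smallest share such a design can give is 0.1. Over all 12 libraries, 1462 of 12320 genes differed between the 4 lines, as many in 1 of 21 regroupings, with at most 92 in the others.

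The overlap of each pair of mutants was set against regroupings of the 9 libraries involved. As many shared genes were found in 1 of 21 regroupings, the real one, for each pair, with at most 109 in the others for *timeless* and *ddx11*, 69 for *fancj* and *timeless* and 8 for *fancj* and *ddx11*. The correlation over all genes behaved otherwise: 13 of 21 regroupings of the *timeless*, *ddx11* and wild-type libraries gave a correlation at least as large as 0.456, as did 18 of 21 for *fancj* and *timeless* and 16 of 21 for *fancj* and *ddx11*. A common reference can therefore give correlations of this size across all genes, and the size of all 3 correlations across all genes may owe much to it. With separate wild-type libraries for the 2 mutants, the correlations across all genes were 0.243 for *timeless* and *ddx11*, 0.285 for *fancj* and *timeless* and 0.213 for *fancj* and *ddx11*, lower but above 0.1, so shared wild-type libraries do not account for all of them. Across the genes altered in both they were 0.827, 0.883 and 0.801, but these genes had been chosen with all wild-type libraries, so these values cannot tell the correlations across them apart from a shared reference. With an offset for gene length the lowest of the 3 correlations was 0.839, across genes chosen again with the offset, so this value cannot tell the correlations apart from gene length. The overlaps had odds ratios of 17.0, 14.5 and 36.3 with the offset.

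Shared changes could also arise if the wild-type line were the one that differs. Among the 1462 genes that differ between lines, wild type was farthest from the other 3 at 23.3% (95% Wilson interval 21.2 to 25.6%), near the 25% of 4 equal lines, *timeless* at 29.6%, *ddx11* at 7.0% and *fancj* at 40.1%. Without the genes of the chromosome lower in *timeless*, the shares of 1264 genes were 25.5% (interval 23.1 to 27.9%), 25% for *timeless*, 7.4% for *ddx11* and 42.1% for *fancj*. Wild type was therefore the odd line out less often than *fancj*, more often than *ddx11* and, without that chromosome, about as often as *timeless*. These shares cover all genes that differ, while genes altered alike in all 3 mutants set wild type apart by the way they are chosen, so the shared changes cannot be told apart from a change in the wild-type line.

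The 13 protein-coding mitochondrial genes took 2.67 ± 0.425% of TPM (SD, n = 3) in wild type, 4.62, 9.33 and 7.24% in *timeless*, 3.13 ± 0.357% in *ddx11* and 3.46 ± 0.718% in *fancj*. Their median log2 fold change in *timeless* was 1.50, with 12 of 13 altered (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 9 with the replicate number as a block. In *ddx11* the median was 0.17 and in *fancj* 0.47, with 0 altered. The set was higher in *timeless* than in the other mutants. In limma's camera test the Benjamini-Hochberg adjusted p was 1.7e-16 against *ddx11* and 3.6e-09 against *fancj*, and 3.1e-16 and 4.4e-09 with the replicate number as a block; the genes are not independent. The number of *timeless* libraries with a total count outside the range of the other 9, a sign of sequencing depth, was 0. The number whose 10 highest genes took a share of TPM above the others' range, a sign of a few genes taking most of the counts, was also 0, but 1 wild-type library (12.89%) set that range, and the *timeless* libraries (11.17, 11.62 and 12.29%) lay above all libraries of the other mutants (6.82 to 9.13%). Mitochondrial genes were among these 10 in each *timeless* library. Without them, 2 of the 3 *timeless* libraries lay above the other mutants (11.1 and 11.4%, against at most 9.43%). Replicate 2, which had the largest mitochondrial share, did not (9.19%). The wild-type libraries were at 8.99, 13.18 and 10.93%. A larger share taken by other genes would lower the mitochondrial share, not raise it. These shares therefore cannot decide whether a few genes with high counts played a part. With an offset for gene length the median was 1.48, and the 10 other genes nearest in length to each had a median of 0.107. Poly(A) selection can enrich mitochondrial RNA unevenly, and this was not tested, so a change of mitochondrial RNA in the *timeless* cells remains a hypothesis.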
